# A de novo evolved gene contributes to rice grain shape difference between *indica* and *japonica*

**DOI:** 10.1038/s41467-023-41669-w

**Published:** 2023-09-22

**Authors:** Rujia Chen, Ning Xiao, Yue Lu, Tianyun Tao, Qianfeng Huang, Shuting Wang, Zhichao Wang, Mingli Chuan, Qing Bu, Zhou Lu, Hanyao Wang, Yanze Su, Yi Ji, Jianheng Ding, Ahmed Gharib, Huixin Liu, Yong Zhou, Shuzhu Tang, Guohua Liang, Honggen Zhang, Chuandeng Yi, Xiaoming Zheng, Zhukuan Cheng, Yang Xu, Pengcheng Li, Chenwu Xu, Jinling Huang, Aihong Li, Zefeng Yang

**Keywords:** Molecular evolution, Plant evolution, Agricultural genetics, Natural variation in plants

## Abstract

The role of de novo evolved genes from non-coding sequences in regulating morphological differentiation between species/subspecies remains largely unknown. Here, we show that a rice de novo gene *GSE9* contributes to grain shape difference between *indica/xian* and *japonica/geng* varieties. *GSE9* evolves from a previous non-coding region of wild rice *Oryza rufipogon* through the acquisition of start codon. This gene is inherited by most *japonica* varieties, while the original sequence (absence of start codon, *gse9*) is present in majority of *indica* varieties. Knockout of *GSE9* in *japonica* varieties leads to slender grains, whereas introgression to *indica* background results in round grains. Population evolutionary analyses reveal that *gse9* and *GSE9* are derived from wild rice Or-I and Or-III groups, respectively. Our findings uncover that the de novo *GSE9* gene contributes to the genetic and morphological divergence between *indica* and *japonica* subspecies, and provide a target for precise manipulation of rice grain shape.

## Abstract (web summary)

Genetic bases of grain shape differentiation between the two subspecies of Asian cultivated rice have not been fully elucidated. Here, the authors report *GSE9*, a de novo gene evolved from a non-coding region of wild rice through acquisition of start codon, contributes to the grain shape difference between the two subspecies.

## Introduction

As a driving force of evolutionary innovation, new genes can evolve from pre-existing genes or gene fragments, including gene duplication, horizontal gene transfer, gene fusion and other mechanisms^1^. By contrast, new protein-coding genes may also originate de novo from previous non-coding sequences^2^. Although de novo genes are derived from ‘junk DNA’ sequences, recent evidence revealed that they are important for the genomic innovations and biological processes of certain eukaryotes^2–6^. However, the roles of de novo genes in morphological differentiation between species/subspecies remain largely unknown.

Asian cultivated rice (*Oryza sativa* L.) is the staple crop for more than half of the global population^7^, and has evolved into several subspecies with significant divergence in genomic and morphological characteristics^8^. Grain shape, a typical complex quantitative trait genetically controlled by multiple genes, is a key morphological character distinguishing the two main subspecies *indica/xian* and *japonica/geng*, which generally exhibit slender and ovate grains, respectively. Grain shape is also a key determinant of rice yield, appearance quality and market values^9^. Therefore, understanding the genetic basis of grain shape could shed lights on the evolution of cultivated rice and provide novel strategies for rice molecular breeding.

Numerous quantitative trait loci (QTLs)/genes that control rice grain shape have been identified thus far^10^. For instance, *GRAIN SIZE 3* (*GS3*) is a major QTL for grain size, and natural variation of this gene contributes to the difference of grain length between *indica* and *japonica* varieties^11,12^. *GRAIN SIZE ON CHROMOSOME 5* (*GSE5*) gene that controls grain size diversity in cultivated rice was also identified through a genome-wide association study (GWAS) combined with functional analysis^13^. Nevertheless, whether and how other genes are involved in grain shape differentiation between rice subspecies remain to be explored.

Here, we report a rice de novo gene that contributes to grain shape difference between subspecies. The identification of this gene provides a target for precise genetic manipulation of rice grain shape, which has major agricultural and commercial implications.

## Results

### Identification of the *GSE9* locus for grain shape by GWAS

We performed GWAS analyses to understand the genetic architecture of grain shape using the panel of both *indica* and *japonica* varieties (Supplementary Fig. 1 and Supplementary Data 1). In addition to several well-known loci such as *GS3*^11^, *GIF1*^14^ and *GSE5/GW5*^13^, our analyses identified a locus on chromosome 9 that was responsible for both grain length (GL) and grain width (GW) (Fig. 1a, b), here designated as *GRAIN SHAPE ON CHROMOSOME 9* (*GSE9*). The average decay of linkage disequilibrium (LD) distance was estimated about 110 kb in this population (*r*^2^ = 0.1) (Supplementary Fig. 2). The potential candidate genes of *GSE9* locus were further analyzed within the 220-kb interval centered on the leading SNPs (chr09:3105176 for GL; chr09:3134839 for GW), and 15 candidate genes were then identified for *GSE9* locus (Fig. 1c and Supplementary Table 1). We randomly selected four lines from each of slender-grain and round-grain varieties to measure the transcript levels of these 15 genes. We observed that the gene XII (LOC_Os09g06719) had no detectable expression levels in panicles of the selected slender-grain varieties, but relatively high levels of expression in those of round-grain varieties, while the other genes showed no significant difference in expression levels in panicles from the slender-grain and round-grain varieties (Fig. 1d, e and Supplementary Fig. 3). Therefore, the LOC_Os09g06719 gene, encoding an open reading frame (ORF) without annotated domains, was the most likely candidate for *GSE9* locus. We then designated this gene as *GSE9*.

**Fig. 1:**
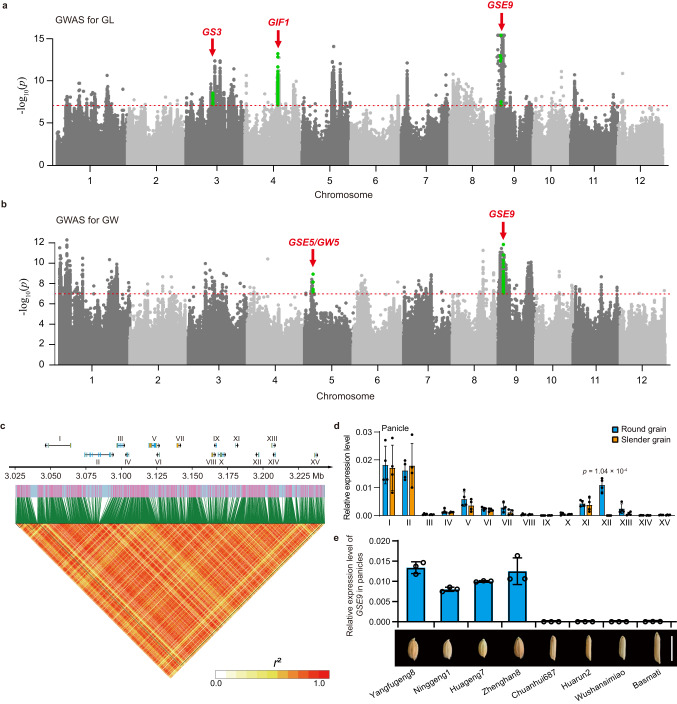
Identification of the *GSE9* locus for grain shape by GWAS. **a**, **b** Genome-wide association study of grain shape. Manhattan plots for grain length (GL) (**a**) and grain width (GW) (**b**). Dashed line represents the significance threshold (*P* = 1 × 10^-7^), which is determined by the Bonferroni correction method. Well-known loci for grain shape including *GS3*, *GIF1* and *GSE5/GW5* are indicated by red arrows. **c** LD heatmap of the region of *GSE9* locus and the genomic location of 15 predicted genes. Pairwise LD was determined by calculation of *r*^2^ (the square of the correlation coefficient between SNPs). The 15 candidate genes are indicated by I to XV. **d** The expression levels of 15 candidate genes in the panicle of round-grain varieties and slender-grain varieties. *OsActin* was used as a control. Data show means ± SD (*n* = 4 biological replicates). **e** Expression analysis of the candidate gene XII (*GSE9*) in panicles from the selected varieties. Data show means ± SD (*n* = 3 biological replicates). Scale bar, 1 cm. Source data are provided as a Source Data file.

### Functional validation of the role of *GSE9* in regulating grain shape

Given that *GSE9* encodes a protein without known sequence characteristics, the 5' and 3' RACE were used to amplify the full-length cDNA of this gene (Supplementary Fig. 4), and the results revealed that *GSE9* is 900 bp in length and contains an ORF of 324 bp encoding 107 amino acids. To confirm the effect of *GSE9* on grain shape, the CRISPR/Cas9 system was used to specifically disrupt the *GSE9* gene in the *japonica* variety Zhonghua 11 (ZH11) (Fig. 2a–c). ZH11-Cas9 mutants showed no significant differences in main agronomic traits from the wild-type plants, but instead exhibited longer and narrower grains (Fig. 2d–f and Supplementary Table 2). The length of grains was increased by 5.53% and 4.66%, while the grain width reduced by 2.50% and 4.56% in ZH11-Cas9-1 and ZH11-Cas9-2, respectively (Fig. 2f). We also generated two homozygous knockout lines in the *japonica* variety Nipponbare (NIP), and similar phenotypic changes were also observed in the NIP-Cas9 mutants (Supplementary Fig. 5 and Supplementary Table 3). In addition, overexpression of *GSE9* significantly increased 1000-grain weight and grain yield in both the ZH11 and NIP backgrounds, suggestive of its application potential in rice yield breeding (Supplementary Fig. 6). These results revealed that *GSE9* was a regulator of rice grain shape.

**Fig. 2:**
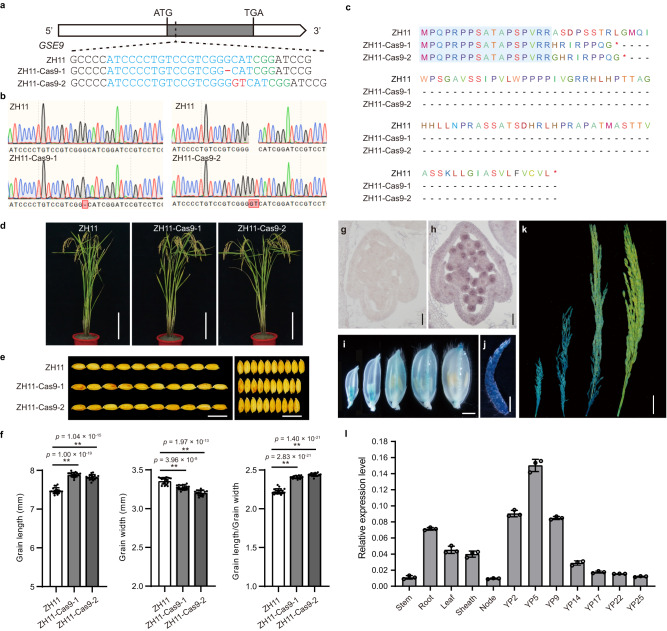
Functional validation of the candidate gene *GSE9* in regulating grain shape. **a**–**h** Identification of *GSE9* knockout mutants generated by the CRISPR/Cas9 system in Zhonghua11 (ZH11) background. **a** Targeted mutagenesis of *GSE9*. The target mutated sites are indicated on the gene structure of *GSE9*. Gray box indicates the single exon of *GSE9* gene. **b** Mutation events were confirmed by sequencing. The target mutated sites are marked with red box. **c** Comparisons of amino acid sequence encoded by *GSE9* gene in the wild-type ZH11 and the truncated sequence of GSE9 protein in *GSE9* knockout mutants. Red asterisk indicates the termination codon. **d**–**f** Phenotypic identification of *GSE9* knockout mutants in ZH11 background. **d** Plant morphology of ZH11 and *GSE9* knockout mutants at the mature stage. Scale bar, 20 cm. **e** Comparisons of grain shape between ZH11 and *GSE9* knockout mutants. Scale bar, 1 cm. **f** Statistical analysis of grain length, grain width, and grain length/width ratio between ZH11 and *GSE9* knockout mutants. Data show means ± SD (*n* = 19/18/16, 19/18/16, 19/18/16 biological replicates). Statistical analysis was performed by two-tailed Student’s *t*-test (**p < 0.01). **g**, **h** In situ expression analysis of *GSE9* gene in spikelet hulls of the *japonica* variety. **g** Negative-control hybridization with *GSE9* sense probe. **h** In situ hybridization of *GSE9* in spikelet hulls. Scale bars, 50 μm. **i**–**k** *GSE9* expression activity was monitored using *GSE9pro::GUS* transgenic plants. Histochemical GUS staining in spikelet hulls (**i**), panicle of length 2 cm (**j**), and panicles of length 7, 14 and 22 cm (**k**). Scale bar, 2 mm in (**i**–**k**), 2 cm in (**k**). At least three independent replicates were performed and a representative result is shown. **l** qRT-PCR analysis of *GSE9* expression in various rice tissues. Stem, root, leaf, sheath, and node were harvested from ZH11 at the mature stage. Young panicles (YP) of different lengths (indicated as numbers, cm) were included for the analysis. *OsActin* was used as a control. Data shown are means ± SD of three biological replicates. Source data are provided as a Source Data file.

RNA in situ hybridization was further performed to detect the localization of *GSE9* transcripts in young panicles in detail (Fig. 2g, h). No signal was detected in the negative control (Fig. 2g). By contrast, *GSE9* hybridization signals were observed in young panicles, including anthers, palea and lemma of spikelet hulls (Fig. 2h). We also generated the transgenic rice plants expressing the β-glucuronidase (GUS) reporter gene driven by the *GSE9* promoter to examine the expression patterns of *GSE9*. The *GSE9pro::GUS* transgenic plants had no obvious phenotypic differences including grain shape compared to the wild-type ZH11 (Supplementary Fig. 7). GUS staining showed that *GSE9* was expressed in all detected tissues, including the stem, sheath, root, leaf, node, spikelet and panicle (Supplementary Fig. 8 and Fig. 2i–k). Strong GUS activity was observed in younger spikelet hulls and panicles (Fig. 2i–k). In line with the GUS staining assays, quantitative reverse transcription-PCR (qRT-PCR) analysis revealed that the transcription level of *GSE9* is relatively high in young panicles of 2–9 cm in length, and decreased as the panicle matures (Fig. 2l), suggestive of a role of *GSE9* in grain development of rice. These findings, together with grain shape changes in *GSE9* knockout mutants, again suggested that *GSE9* (LOC_Os09g06719) was the most likely candidate gene for *GSE9* locus.

### *GSE9* controls rice grain shape by regulating both cell expansion and cell proliferation

Rice grain shape has been proposed to be restricted by the spikelet hull, which is coordinately controlled by cell proliferation and cell expansion^15,16^. To further understand the function of *GSE9* in grain shape, we observed the cell number and cell size in spikelet hulls of ZH11 and *GSE9* overexpression/knockout lines. The changes of spikelet length and width were consistent with grain shape changes in *GSE9* transgenic lines (Supplementary Figs. 6, 9). The spikelet hulls of ZH11-Cas9-1 had fewer epidermal cells in the grain-width direction than those of ZH11 and no significant changes in cell number in the grain-length direction, whereas both cell length and width were increased in ZH11-Cas9-1 spikelet hulls (Fig. 3a–k). By contrast, the ZH11-OE-1 spikelet hulls contained more cells in both the grain-width and grain-length directions, but possessed smaller cells compared to ZH11 (Fig. 3a–k). In addition, we noticed that several cell cycle-related genes were down-regulated in young panicles of ZH11-Cas9-1 mutant and, conversely, up-regulated in ZH11-OE-1 (Fig. 3l, m). By contrast, the transcript levels of cell expansion-related genes were elevated in ZH11-Cas9-1, but suppressed in ZH11-OE-1 (Fig. 3l, n). These findings suggested that *GSE9* functions as a regulator of both cell proliferation and cell expansion. 

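The RNA-seq data behind Fig. 3l and Supplementary Data 2 came from young panicles of 3 genotypes: the *japonica* wild type Zhonghua11 (ZH11), the *GSE9* overexpression line ZH11-OE-1 and the CRISPR/Cas9 knockout line ZH11-Cas9-1, each with 3 libraries. The Reporting Summary describes the 3 libraries as independent repeats. Each transgenic genotype was sequenced in 1 line, so effects particular to that line cannot be told from those of *GSE9*. The methods place the harvest before anthesis, whereas the sample labels place it before heading. The authors filtered the reads, mapped them to the IRGSP-1.0 rice genome with HISAT2 (version 1.2 in the methods and version 2.2.1 in the Reporting Summary), counted the reads of each gene with featureCounts (version 2.0.1) and called differentially expressed genes with DESeq2 (version 1.36.0). The values used here are the authors' FPKM, a read count scaled by the length of the gene and the size of the library, with 1 value per gene and library for 37863 genes, of which 5655 were at 0 in all 9 libraries. How the counts were turned into FPKM is not given in the sources used here. The FPKM of a library summed to between 651917 and 676384 in ZH11, between 635209 and 650991 in ZH11-OE-1 and between 679258 and 701261 in ZH11-Cas9-1. Read totals are not given in the table, but the steps between low values show that the depth of the deepest library was 1.15 times that of the shallowest. The 21780 genes with a mean of at least 1 FPKM were tested with limma on log2(FPKM + 1) in 1 fit of all 9 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of genes at low FPKM. No row of the table carries the name of *GSE9* or its locus identifier, so its level in these libraries is not reported here.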

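Among the cell cycle genes of Fig. 3l, *MCM4* (Os01g0544450) encodes a subunit of the helicase that unwinds DNA at replication origins. Its transcript level was 5.74 ± 1.13 FPKM (SD, n = 3) in ZH11-OE-1, 4.09 ± 0.983 FPKM (SD, n = 3) in ZH11-Cas9-1 and 2.95 ± 0.660 FPKM (SD, n = 3) in ZH11. *MCM4* was higher in ZH11-OE-1 than in ZH11, with a log2 fold change of 0.77 (SE 0.19, adjusted p = 0.0250 from limma), and each of the 3 ZH11-OE-1 libraries was above each of the 3 ZH11 libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In ZH11-Cas9-1 vs ZH11, its log2 fold change was 0.36 (SE 0.19, adjusted p = 0.257 from limma), which did not pass the test. The difference between ZH11-OE-1 and ZH11-Cas9-1, a log2 fold change of 0.41, did not pass it either (adjusted p = 0.135 from limma). *MCM4* was tied to its row, after seeing the data, because 4 of the 6 values that the study prints for it equal values of that row within 2e-05 FPKM. The other 10 cell cycle genes of the panel share at most 1 printed value with any row within this limit and are not analysed here. The limit is finer than the last printed digit of the larger values, so rows of some of these genes could be missed. The rise of *MCM4* in ZH11-OE-1 missed the threshold with no filter on low values (adjusted p = 0.0530 from limma). In limma fits without 1 library, it also missed the threshold without ZH11 replicate 1 (adjusted p = 0.0715), ZH11 replicate 3 (0.0579), ZH11-OE-1 replicate 2 (0.0937) or ZH11-OE-1 replicate 3 (0.0733).

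**Figure D1:**
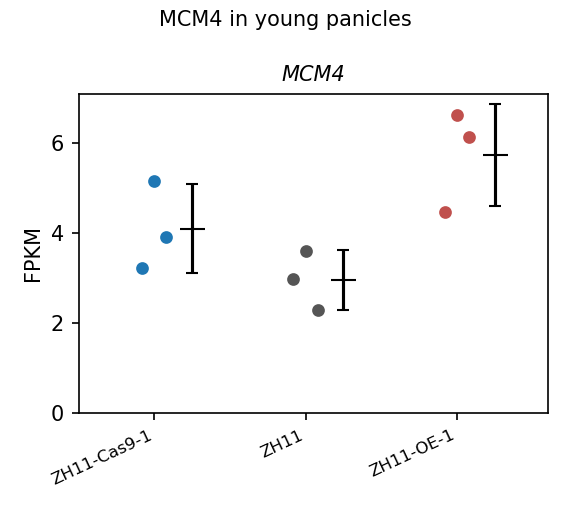
FPKM of *MCM4* on the vertical axis in each library of ZH11-Cas9-1, ZH11 and ZH11-OE-1. Each dot is 1 of 3 libraries, and the bars beside the dots are the mean and SD. The means are 4.09, 2.95 and 5.74 FPKM in this order.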

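Across the 21780 tested genes, 99 changed in opposite directions in the comparisons of the 2 lines with ZH11. Of these, 92 were higher in ZH11-Cas9-1 and lower in ZH11-OE-1, and 7 were lower in ZH11-Cas9-1 and higher in ZH11-OE-1. More genes, 586, changed in the same direction in both lines, 236 of them higher and 350 lower than in ZH11. In ZH11-OE-1 vs ZH11, 820 genes were higher and 2179 lower (adjusted p under 0.05 from limma), against 1182 and 1781 with the FPKM rescaled by median-of-ratios factors and 1157 and 1713 with quantile normalization. In ZH11-Cas9-1 vs ZH11, 1090 were higher and 782 lower. In ZH11-OE-1 vs ZH11-Cas9-1, 1761 were higher and 3437 lower, against 2966 and 2812 with quantile normalization. Independent lists of these lengths would share 109 genes higher in ZH11-Cas9-1 and lower in ZH11-OE-1, 29.4 genes of the reverse kind, 41.0 genes higher in both lines and 78.2 genes lower in both. Both comparisons use the same ZH11 libraries. All 9 libraries simulated 50 times with no gene changed gave at most 1 gene with the same direction and 0 with opposite directions. Almost no gene passes the test in such data, so these counts do not show how much of the observed overlap comes from the shared libraries. Across genes, which are not independent replicates, the fold changes of the 2 comparisons had a Pearson correlation of 0.455, against a mean of 0.498 in the simulations, and a covariance of 0.0704, against 0.0128. These simulations drew the libraries independently. With same-numbered libraries of ZH11 and ZH11-Cas9-1 correlated at 0.276, the mean of their same-numbered pairs, the simulated correlation was 0.426 and the covariance 0.00934. The 3 ZH11 libraries are too few to divide between the comparisons. Part of the excess of genes with the same direction over independent lists may therefore come from the shared libraries. The same holds for the shortfall of opposite changes below independent lists.
With a minimum absolute log2 fold change of 1, the counts in ZH11-OE-1 vs ZH11, ZH11-Cas9-1 vs ZH11 and ZH11-OE-1 vs ZH11-Cas9-1 were 586, 347 and 571. The count in ZH11-Cas9-1 vs ZH11 was 1202 with no filter on low values and 960 when only these 2 groups were fitted, that of opposite changes was 39 and 44, and that of changes in the same direction was 379 and 319. With the replicate number as a block in the fit of ZH11 and ZH11-Cas9-1 alone, chosen after seeing the data, the count in place of 960 was 2705. Without ZH11 replicate 1, 1130 genes changed in ZH11-OE-1 vs ZH11, and without ZH11-OE-1 replicates 1, 2 and 3 the counts were 1918, 1090 and 1755. In ZH11-Cas9-1 vs ZH11, 563 genes changed without ZH11 replicate 3, and 1214, 417 and 1028 without ZH11-Cas9-1 replicates 1, 2 and 3. In ZH11-OE-1 vs ZH11-Cas9-1, the counts were 2336 without ZH11-OE-1 replicate 2, 2849 without ZH11-Cas9-1 replicate 1 and 2623 without ZH11-Cas9-1 replicate 2. Opposite changes numbered 34, 43 and 46 without ZH11 replicates 1, 2 and 3, 55 and 25 without ZH11-OE-1 replicates 1 and 2, and 44 and 19 without ZH11-Cas9-1 replicates 1 and 2. Changes in the same direction numbered 265 and 229 without ZH11 replicates 1 and 3, 387, 327 and 358 without ZH11-OE-1 replicates 1, 2 and 3, and 185 and 328 without ZH11-Cas9-1 replicates 2 and 3.
The largest changes in ZH11-OE-1 vs ZH11-Cas9-1 are not given here. The identifiers given next had the 2 largest rises and the 2 largest falls of each comparison with ZH11 on the log2(FPKM + 1) scale. They were taken among genes that passed the test, whose libraries did not overlap between the groups and that no source used here pairs with a name. With a pseudocount of 0.1, only Os03g0115800 and Os04g0110100 of these ranked first among such genes. Os09g0242600 in ZH11-OE-1 rose to 1973 ± 364 FPKM (SD, n = 3) from 21.4 ± 2.87 FPKM (SD, n = 3) in ZH11, and was at 22.3 ± 1.14 FPKM (SD, n = 3) in ZH11-Cas9-1. Its log2 fold change in ZH11-OE-1 vs ZH11 was 6.45 (SE 0.13, adjusted p = 9.13e-10 from limma). Whether Os09g0242600 is *GSE9*, which ZH11-OE-1 overexpresses, was not tested. Os07g0153150 was at 64.3 ± 7.98 FPKM (SD, n = 3) in ZH11-OE-1 and 48.0 ± 4.27 FPKM (SD, n = 3) in ZH11-Cas9-1, against 0.580 ± 0.205 FPKM (SD, n = 3) in ZH11. Os02g0135000 and Os02g0520500 fell in ZH11-OE-1, with log2 fold changes of -3.14 (SE 0.59, adjusted p = 0.00945 from limma) and -3.02 (SE 0.50, adjusted p = 0.00595). In ZH11-Cas9-1, Os03g0115800 and Os07g0511400 rose, with log2 fold changes of 8.25 (SE 0.83, adjusted p = 5.03e-04 from limma) and 6.82 (SE 0.18, adjusted p = 5.88e-09). In the ZH11-OE-1 libraries, Os03g0115800 was between 2.53 and 85.9 FPKM and Os07g0511400 between 72.5 and 89.7 FPKM, against at most 0.0462 and 2.13 FPKM in a ZH11 library. Os06g0517700 and Os04g0110100 fell in ZH11-Cas9-1, from 21.6 ± 3.36 to 3.21 ± 0.612 FPKM and from 6.14 ± 1.91 to 0.487 ± 0.283 FPKM (SD, n = 3 in each group), and in ZH11-OE-1 they were at 10.5 ± 2.73 and 1.93 ± 0.240 FPKM (SD, n = 3). In ZH11-Cas9-1, Os02g0135000 and Os02g0520500 were at 12.1 ± 6.75 and 66.0 ± 29.3 FPKM (SD, n = 3), against 54.6 ± 27.2 and 131.1 ± 40.3 FPKM (SD, n = 3) in ZH11. From the levels of cell cycle and cell expansion genes in both lines, together with the number and size of the cells of the spikelet hull, the paper proposes that *GSE9* regulates both cell proliferation and cell expansion.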

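Supplementary Data 2 lists major regulators of grain shape by pathway, with the mean and SD of their FPKM in ZH11-Cas9-1, ZH11 and ZH11-OE-1. Its 64 rows hold 62 distinct gene names, since *OsERF115* and *OsPIL15* are listed in 2 rows each. No source used here pairs these names with the identifiers of the table of FPKM, so each gene was looked for by its printed means and SDs. For 58 names, all 6 printed values match 1 row of the table and no other, within 0.0051 FPKM and with the SD computed as that of a population. With the groups as labelled, 59 of the 64 rows matched 1 row each, against at most 3 under any of the 5 other assignments of the groups. *OsPAO5* matched 6 rows, and *GSE5*, *OsPUP7* and *OsPIL15* matched no row. Of the 58 genes, 52 had a mean of at least 1 FPKM and were tested, and *D2*, *OsOFP8*, *OsERF115*, *OsGIF1*, *PGL1* and *OsPIL11* lay below it.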

A total of 64 well-documented genes regulating grain shape were also selected for the analysis of expression changes in ZH11-OE-1 *vs* ZH11 and ZH11-Cas9-1 *vs* ZH11 comparisons. The results showed that none of these known grain shape-related genes had a significantly opposite trend of expression change in the two comparisons (Supplementary Data 2), suggesting that the regulation of *GSE9* in grain shape may involve an uncharacterized mechanism. In addition, the untargeted metabonomics analysis showed that only three overlapped differential metabolites, including key metabolites in amino acid metabolism L-Glutamine and 4-Hydroxycinnamic acid, were detected between ZH11-OE-1 *vs* ZH11 and ZH11-Cas9-1 *vs* ZH11 comparisons (Supplementary Fig. 10). 

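*OsSPL13* (Os07g0505200), a transcription factor of the SPL family that promotes grain length, was higher in ZH11-Cas9-1 and lower in ZH11-OE-1 than in ZH11. Its level was 7.91 ± 1.04 FPKM (SD, n = 3) in ZH11-Cas9-1, 1.99 ± 0.637 FPKM (SD, n = 3) in ZH11 and 0.474 ± 0.349 FPKM (SD, n = 3) in ZH11-OE-1. The log2 fold change was 1.59 in ZH11-Cas9-1 vs ZH11 (SE 0.20, adjusted p = 0.00244 from limma) and -1.02 in ZH11-OE-1 vs ZH11 (SE 0.20, adjusted p = 0.0112 from limma), and the libraries of the 3 genotypes did not overlap. It was the 1 gene of the 52 tested that passed the test in both comparisons with opposite signs, and adjusted over the list alone *OsSPL18* was the second. *OsGASR9*, a member of a gibberellin-stimulated gene family, passed in the same direction in both lines, rising from 15.2 ± 4.53 FPKM (SD, n = 3) in ZH11 to 34.2 ± 0.566 FPKM (SD, n = 3) in ZH11-OE-1 and 27.6 ± 2.69 FPKM (SD, n = 3) in ZH11-Cas9-1. Adjusted over the list alone, 4 genes passed in the same direction in both lines, which were *OsGASR9*, *GW6*, *RGB1* and *OsLG3*. In ZH11-OE-1 vs ZH11, 4 genes were higher and 4 lower (9 and 9 when adjusted over the list alone), and in ZH11-Cas9-1 vs ZH11, 7 were higher and 1 lower (8 and 5 when adjusted over the list alone).
Of the 12 genes tested in the transcriptional regulatory pathway, *OsSPL13*, *OsLG3* and *APG* were lower and *SMOS1* was higher in ZH11-OE-1, whereas *OsSPL13*, *OsSPL16* and *OsSPL18* were higher in ZH11-Cas9-1. The log2 fold changes of *OsLG3*, *APG* and *SMOS1* in ZH11-OE-1 vs ZH11 were -0.57, -0.50 and 0.39 (adjusted p = 0.0402, 0.0165 and 0.0319 from limma). Of the 2 gibberellin genes tested, *GW6* rose from 156 ± 24.3 to 260 ± 25.8 FPKM (SD, n = 3 in each group) in ZH11-Cas9-1 (adjusted p = 0.00823 from limma), and its level of 207 ± 18.2 FPKM (SD, n = 3) in ZH11-OE-1 did not pass the test (adjusted p = 0.0506). Of the 6 MAPK signaling genes, the row with the values listed as *OsMKKK10* (Os06g0154500) fell in ZH11-Cas9-1. It went from 65.4 ± 2.73 to 48.8 ± 2.46 FPKM (SD, n = 3 in each group, adjusted p = 0.0111 from limma). Its name rests on the paper's list alone, since no source used here pairs it with this identifier. In ZH11-OE-1, the kinase gene *OsMKK4* was lower and the receptor kinase gene *OsER1* higher, with log2 fold changes of -0.39 and 0.36 (adjusted p = 0.0310 and 0.0384 from limma). *OsHRZ2* of the ubiquitin-proteasome pathway was higher in ZH11-OE-1, with a log2 fold change of 0.55 (adjusted p = 0.0374 from limma). *RGB1* of G-protein signaling and *GS5* of the brassinosteroid genes were higher in ZH11-Cas9-1, with log2 fold changes of 0.26 and 0.50 (adjusted p = 0.0463 and 0.0298 from limma). With the replicate number as a block in the limma fit of all 9 libraries, *RGB1* and *OsSPL18* did not pass in ZH11-Cas9-1 vs ZH11 (adjusted p = 0.0556 and 0.0586), and the auxin gene *OsARF4* passed (log2 fold change -0.30, adjusted p = 0.0497). With the block in a fit of only ZH11 and ZH11-Cas9-1, chosen after seeing the data, *RGB1* was lost and *OsSPL18* was kept. Without the block, the 5 auxin genes and 4 ethylene genes tested did not pass in either comparison with limma, and at an unadjusted p under 0.05, 1 auxin gene in ZH11-OE-1, 2 in ZH11-Cas9-1 and 0 ethylene genes would have. Of these 16 calls, 5 held in every alternative setting in which they were tested, namely *OsSPL13* and *OsGASR9* in ZH11-OE-1 and *OsSPL13*, *GW6* and *OsMKKK10* in ZH11-Cas9-1. Leaving out ZH11 replicates 1, 2 and 3 ended 5, 3 and 2 of the 8 calls in ZH11-OE-1 and 3, 1 and 4 of the 8 in ZH11-Cas9-1, leaving out ZH11-OE-1 replicates 1, 2 and 3 ended 3, 6 and 5, and leaving out ZH11-Cas9-1 replicates 1, 2 and 3 ended 3, 5 and 4.

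**Figure D2:**
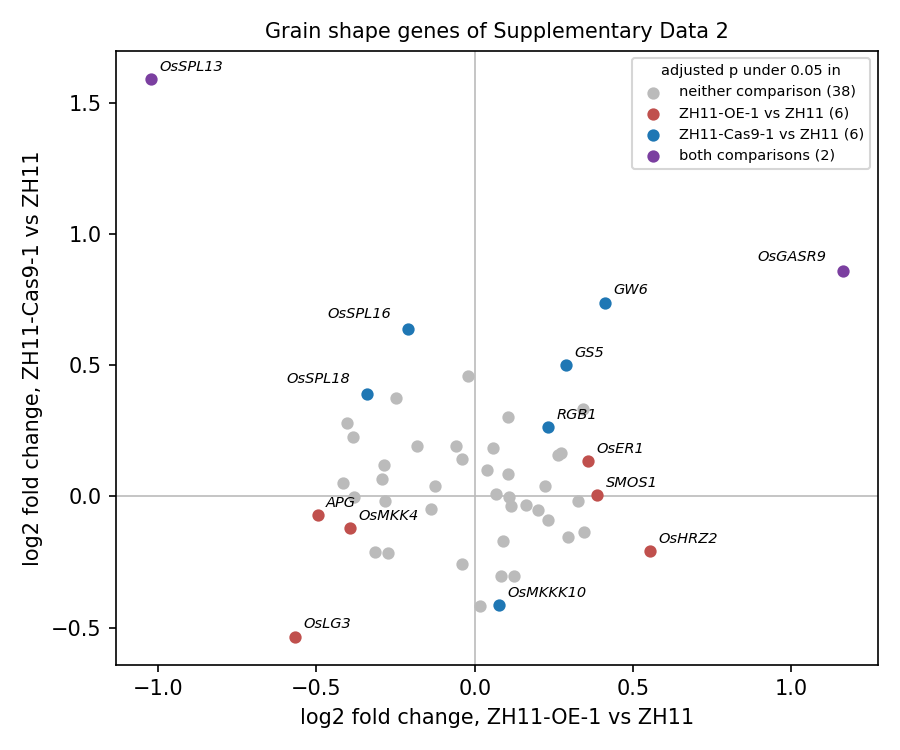
Log2 fold changes of the 52 tested genes of Supplementary Data 2, ZH11-OE-1 vs ZH11 on the horizontal axis and ZH11-Cas9-1 vs ZH11 on the vertical axis. Each dot is 1 gene, and its color shows in which comparison its adjusted p from limma was under 0.05. *OsSPL13* lies at the upper left (-1.02 and 1.59).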

The cell cycle genes play an important role in the process of cell proliferation, and expansins are plant cell wall proteins that are required for cell growth and elongation^17,18^. Amino acid metabolism is at the foundation of cell proliferation and growth^19^. Thus, we speculate that *GSE9* regulates grain shape probably by fine-tuning both the cell wall and cell cycle pathways, possibly through an uncharacterized mechanism related to certain amino acid metabolic changes during cell proliferation and expansion.

**Fig. 3:**
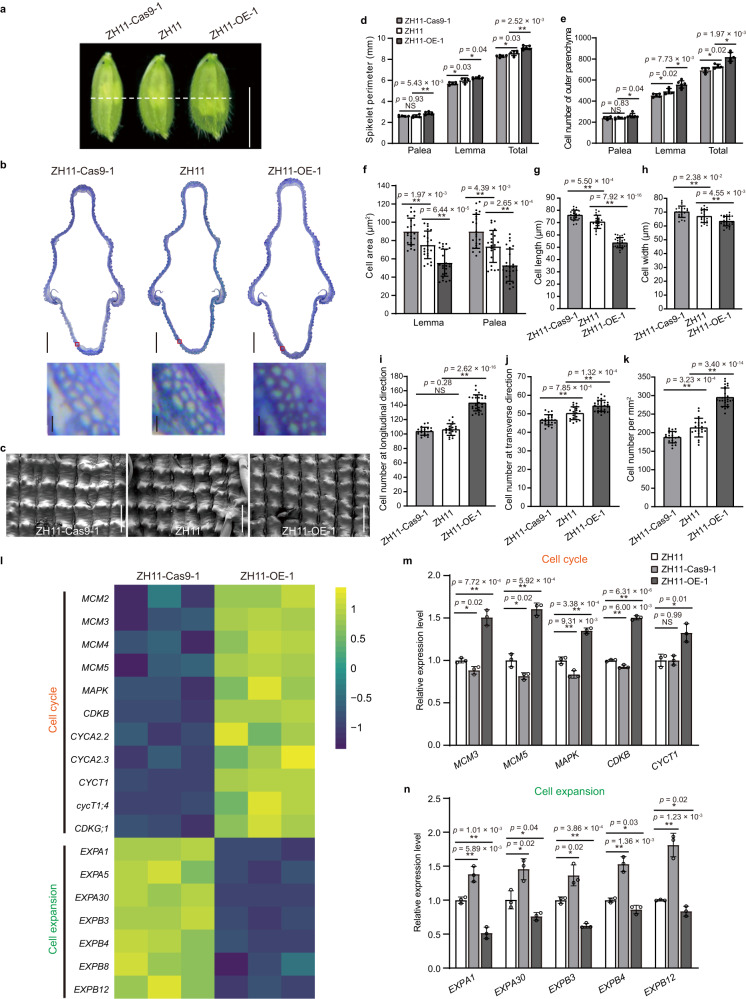
*GSE9* controls grain shape by regulating cell number and cell size of the spikelet hull. **a** Morphology of spikelet hulls of WT and *GSE9* transgenic lines before anthesis. The white dashed line indicates the localization of the cross-sections in (**b**). Scale bar, 5 mm. **b** Cross-sections of spikelet hulls for ZH11 and *GSE9* transgenic plants. Scale bar, 200 μm. The below-hand images show magnified views of the red boxed region. Scale bar, 20 μm. **c** Scanning electron microscopy analysis of spikelet hull outer surfaces of ZH11 and *GSE9* transgenic lines. Micrograph images provided were observed from at least three biological replicates and a representative result is shown. Scale bar, 100 μm. **d**–**f** Comparisons of spikelet perimeter (**d**), cell number (**e**), and cell area (**f**) of lemma and palea between ZH11 and *GSE9* transgenic plants. **g**–**k** Comparisons of cell length (**g**), cell width (**h**), cell number at the longitudinal direction (**i**), transverse direction (**j**) and per square millimeter (**k**) of the spikelet hull outer surface of ZH11 and *GSE9* transgenic lines. The ZH11-Cas9-1 mutant showed larger cell size and fewer cells than ZH11, whereas the ZH11-OE-1 displayed the opposite phenotypes. **l**–**n** Differentially expressed genes related to cell cycle and cell expansion in ZH11-Cas9-1 mutant and ZH11-OE-1 line for *GSE9* in rice. **l** Transcriptional profile from RNA-seq data for a subset of genes related to cell cycle and cell expansion in ZH11-Cas9-1 mutant and ZH11-OE-1 plant. **m**, **n** Transcript levels of the selected genes were confirmed through qRT-PCR analysis with three biological replicates. *OsActin* was used as a control. Data show means ± SD (*n* = 5/5/6, 5/5/6, 5/5/6 cells in **d** and **e**; *n* = 22/22/24, 22/22/24 cells in **f**; *n* = 21/20/27 cells in **g** and **i**; *n* = 21/20/26 cells in **h**, **j** and **k**). Statistical analysis was performed by two-tailed Student’s *t*-test (**p < 0.01; *p < 0.05; NS, not significant). Source data are provided as a Source Data file.

### The *GSE9* gene originated from a previous non-coding region

To investigate the origin and distribution of *GSE9*, we performed comprehensive BLAST searches against numerous sequence databases. The results revealed that *GSE9* could not be detected in any taxa outside the genus *Oryza*, suggesting it is an orphan gene in *Oryza* (Supplementary Fig. 11). We further compared its syntenic regions across the genus *Oryza*, and highly similar sequences were detected in *O. sativa*, *O. rufipogon*, *O. barthii*, *O. glumaepatula*, and *O. longistaminata*, but absent in *O. meridionalis*, *O. punctata*, and *O. brachyantha* (Supplementary Fig. 11c). The full coding sequence of *GSE9* was identified in *japonica* and Or-III type of *O. rufipogon*, but the other *Oryza* species including all AA-genome wild rice relatives do not contain the start codon site of *GSE9*, suggesting that the type without the start codon of *GSE9* was the ancestral state (Fig. 4a). The flanking genes of *GSE9* locus are conserved in physical location and collinear order in the genomes of *japonica* and *indica* (Fig. 4b). These findings indicated that *GSE9* was likely a de novo evolved gene from a previous non-coding region of common wild rice (*O. rufipogon*), through acquisition of the start codon. We further analyzed the selective constraints on the evolution of the open reading frame of *GSE9* genes. The high estimated *Ka*/*Ks* ratio indicated a relatively high level of nonsynonymous substitutions in the *GSE9* (with ATG) and *gse9* (without ATG) reading frame (Supplementary Table 4), implying that positive selection might have acted on the origin of this de novo gene.

**Fig. 4:**
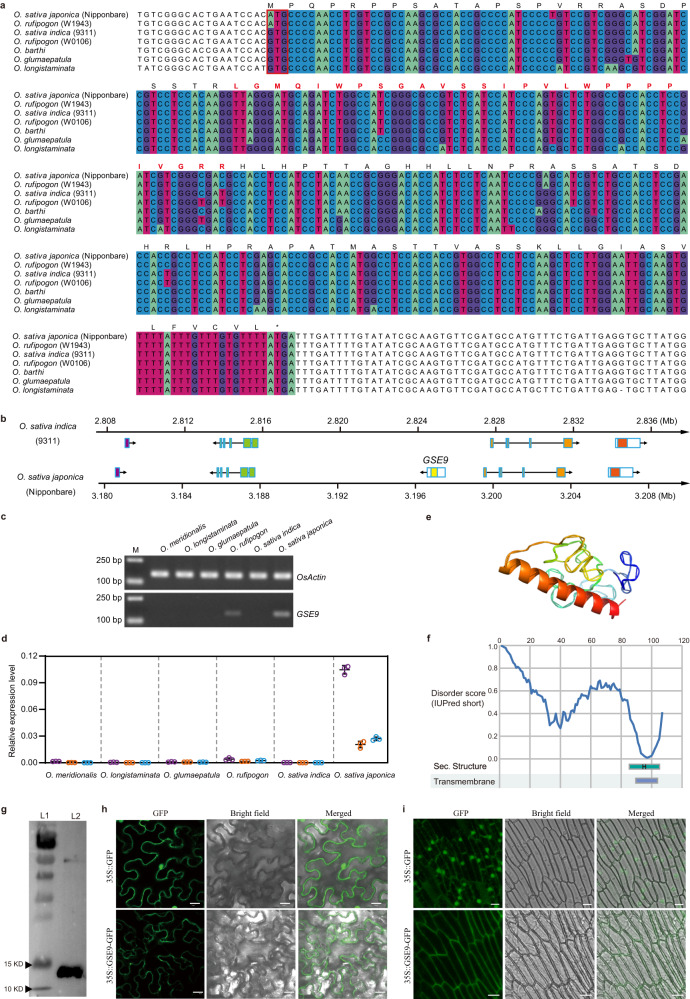
The *GSE9* is a protein-coding gene through de novo origination from a previous non-coding region. **a** Sequence alignment of DNA sequence of *GSE9* gene and its homologous non-coding sequences in various *Oryza* populations. The nucleotides in the alignment of *GSE9* coding region are labeled by boxes of color. Red empty box indicates the start codon site of *GSE9* gene. Capital letters above the nucleotide sequences indicate the amino acids encoded by *GSE9* gene in *O. sativa japonica* (Nipponbare), and those labeled by red bold fonts indicate the specific peptides of GSE9 protein in ProteomeXchange (PXD001046). **b** Comparison of *GSE9* locus and its flanking sequences in *O. sativa japonica* and *indica*. **c** The transcript level of *GSE9* in the panicles of various *Oryza* species determined by RT-PCR. **d** qRT-PCR analyses of the *GSE9* transcripts in different tissues of selected *Oryza* species. Purple, orange and blue dots indicate the expression levels of *GSE9* in leaf, stem and panicle, respectively. *OsActin* was used as a control. Data shown are means ± SD (*n* = 3 biological replicates). **e** Predicted 3D structures for the translation product of *GSE9* using QUARK. *GSE9* is predicted to encode a protein with an alpha-helix at the C-terminus. **f** Predicted sequence properties of GSE9 protein. Blue line plot showing the likelihood of disorder (IUPred score). Transmembrane domains and predicted secondary structures (H: alpha-helix) are also shown. **g** Western blot analysis of His-GSE9 protein by anti-His antibody. L1: molecular protein standard; L2: purified His-GSE9 proteins. At least three independent replicates were performed and a representative result is shown. **h**, **i** Subcellular localization of *japonica* GSE9 protein in tobacco leaf cells (**h**) and root tissues of the transgenic plants (**i**). Micrograph images provided were observed from at least three biological replicates and a representative result is shown. Scale bar, 10 μm. Source data are provided as a Source Data file.

Consistent with the sequence analyses, the transcript of *GSE9* could be detected in *japonica* and *O. rufipogon*, but not in *indica* and the other wild species (Fig. 4c, d and Supplementary Fig. 12). Transient transcription activity assays showed that the variations in the promoter region *GSE9* gene between *japonica* and *indica* did not result in any significant difference of transcriptional activity, but higher transcriptional activity was detected in the sequence of *proGSE9* + A than that of *proGSE9* + G and *proGSE9* (Supplementary Fig. 13). Additional data revealed that different DNA methylation levels may result in the gene expression difference of *GSE9* between *indica* and *japonica*, while the G to A variation at the start codon of *GSE9* also contributes to DNA methylation difference in *indica* and *japonica* (Supplementary Figs. 14–16). Thus, the most plausible explanation for these findings is that the G to A variation at the start codon of *GSE9* activated its transcription.

In addition to transcription, the protein-coding potential is a key factor for the function of de novo genes. A specific peptide with 27 amino acids of GSE9 protein was identified in *japonica* from proteomic database (ProteomeXchange ID: PXD001046) (Fig. 4a), suggesting that this gene is expressed at the protein level. Protein structure predictions showed only a single alpha helix in the C-terminus of GSE9 protein (Fig. 4e, f). Further 3D-BLAST of the Protein Data Bank (PDB), using the predicted GSE9 protein structure as a query, showed no significant similarity with proteins from any eukaryotic species (*E*-value cutoff = 1*e*-10). GSE9 protein also contained large intrinsic disordered regions (Fig. 4f). Western blot assays further confirmed that *GSE9* is a protein-coding gene (Fig. 4g). Given that *GSE9* encodes a protein without known sequence features, we also investigated the subcellular localization of GSE9 protein. GFP fluorescence observations revealed that GSE9 protein is predominantly localized to the plasma membrane (Fig. 4h, i), supporting the belief that new genes tend to encode putative membrane domains^20,21^. The above evidence clearly demonstrated that the de novo evolved *GSE9* is a protein-coding functional gene.

### Natural variations in *GSE9* contribute to the divergence of grain shape between *indica* and *japonica* subspecies

To further explore the evolutionary pattern of *GSE9* during rice domestication, we analyzed the genomic sequences of this gene in cultivated rice from 3 K rice genomes project^8^, the Rice Super Pan-genome Information Resource Database (RiceSuperPIRdb)^22^ and our re-sequencing data^23^. We noticed that the distribution of A/G variations at the start codon site of *GSE9* was unbalanced between two rice subspecies (Supplementary Data 1 and 3). The vast majority of *indica* varieties do not possess the start codon at the *GSE9* locus due to the single nucleotide variation of A to G, whereas most of *japonica* varieties have the start codon site ATG (Supplementary Fig. 17). Thus, we defined the rice varieties carrying A and G variations at the start codon site of this gene as *GSE9* and *gse9* types, respectively. A geographic distribution analysis of 1,697 cultivated varieties from 3 K rice genomes project showed that the proportion of *GSE9* type has a trend of increasing along higher latitudes, while the *gse9* type was mainly present in lower latitudes with higher temperatures, implying a regional differentiation in *GSE9* (Fig. 5a). The estimated five parameter values of genetic divergence between two rice subspecies are relatively higher in *GSE9* locus than in its flanking genomic regions (Fig. 5b and Supplementary Table 5). The average *F*_*ST*_ values in each 100-kb window were also estimated at the whole-genome level between *indica* and *japonica*, and our results revealed a high divergence (top 10% of *F*_*ST*_ values) in the region of *GSE9* locus (Supplementary Fig. 18). All these findings suggested the genetic differentiation of *GSE9* between *japonica* and *indica* subspecies. The relative ratio of nucleotide diversity in *japonica* to wild rice revealed a selective sweep of ~1.2 Mb surrounding *GSE9* locus (Fig. 5c), which exhibited significantly reduced nucleotide diversity in *japonica* compared with wild rice (Supplementary Table 6), suggesting a strong artificial selection in *GSE9* locus of *japonica*. The estimated Tajima’s *D* values in *GSE9* locus was significantly negative in *japonica* (Fig. 5d), implying directional selection across this region. By contrast, no obvious selection was detected in *indica* population because the relative ratio of nucleotide diversity in *indica* to wild rice was higher than that in *japonica* to wild rice in *GSE9* locus. These results suggested that artificial selection might have contributed to the domestication of *GSE9* in the *japonica* population, which further facilitated the divergence of *indica* and *japonica*. We found that *GSE9* gene also diverged in the common wild rice. The start codon site of *GSE9* was absent in Or-I type, but present in Or-III type, which is consistent with its feature in *indica* and *japonica*, respectively (Supplementary Data 3). Further phylogenetic analysis showed that the clades of *indica* carrying the *gse9* type and *japonica* carrying the *GSE9* type nested within those of Or-I and Or-III, respectively (Fig. 5e and Supplementary Fig. 19). A haplotype network was also constructed to characterize the evolutionary relationships using all 58 haplotypes, and the haplotypes mainly present in *japonica* and *indica* varieties have the closest relationships with those in Or-III type and Or-I type of common wild rice, respectively (Fig. 5f). Given that *indica* and *japonica* have been suggested to be descended from Or-I and Or-III, respectively^24^, we speculate that *indica* carrying the *gse9* type and *japonica* carrying the *GSE9* type were derived from Or-I and Or-III, respectively.

**Fig. 5:**
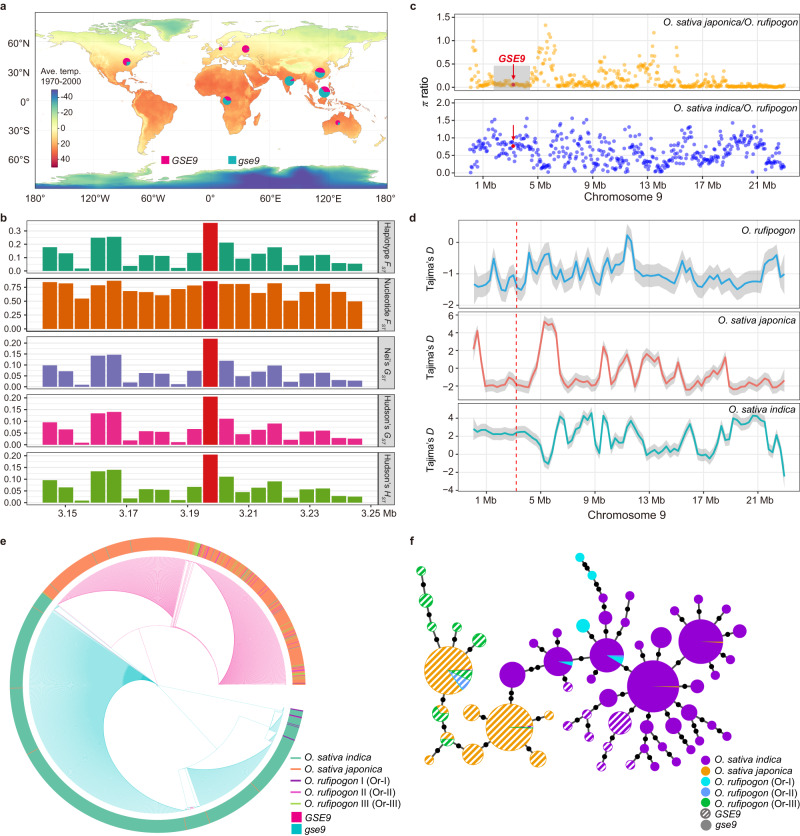
Natural variation in *GSE9* contributes to the genetic divergence between *japonica* and *indica* subspecies. **a** Geographic distributions of 1697 cultivated rice varieties. Red and blue circles indicate the *GSE9* and *gse9* type, respectively. **b** The estimated parameters of genetic differentiation between *japonica* and *indica* for *GSE9* locus and its flanking genomic regions. **c**, **d** The relative ratio of nucleotide diversity (**c**) and Tajima’s *D* (**d**) analyses in the whole chromosome 9 of cultivated and common wild rice. Red arrows and dots indicate the *GSE9* locus. Gray shading in **c** indicates a selective sweep of ~1.2 Mb (2.95-4.15 Mb) region surrounding *GSE9* locus in *japonica*. Line in (**d**) represents the linear fitting, while gray shading indicates the 95% confidence interval. **e**, **f** Phylogeny (**e**) and haplotype networks (**f**) generated from the full-length cDNA sequence of *GSE9* in both cultivated rice and various groups of common wild rice varieties. Outer circle of the tree indicates various rice populations. Circle size of the network is proportional to the number of samples for each haplotype. Black spots on the lines indicate mutational steps between two haplotypes. Source data are provided as a Source Data file.

We further investigated the role of natural variation in the start codon of *GSE9* on grain shape using our re-sequencing data of *indica* varieties. Among them, 29 and 102 *indica* varieties carried *GSE9* and *gse9* types, respectively (Supplementary Fig. 17c). *GSE9* gene can transcribe in the *indica* varieties carrying the *GSE9* type, but not in those carrying the *gse9* type (Supplementary Fig. 20a). The *indica* varieties with the *gse9* type exhibited longer and narrower grains than those with the *GSE9* type (Supplementary Fig. 20b, c). These findings indicated that natural variation in the start codon site of *GSE9* has large effects on the grain shape of rice, which might be further exploited for the improvement of grain shape. In addition, we noticed that *O*. *rufipogon* accessions with the *gse9* type had longer and narrower grains than those with the *GSE9* type (Supplementary Fig. 21), consistent with the typical grain shape in cultivated rice of the *gse9* and *GSE9* types, respectively. Given that knockout of *GSE9* gene in *japonica* varieties led to slender grains (Fig. 2a–f and Supplementary Fig. 5), we then introduced the genomic region of *japonica* (NIP) *GSE9* into the *indica* variety Kasalath to explore the grain shape changes in the complementary lines of the *indica* background. The transcript of *GSE9* could be detected in the complementary lines of Kasalath (Supplementary Fig. 20d). Phenotypic analyses showed that the *GSE9*-complementary lines had no significant differences in multiple agronomic traits, but more round grains when compared with Kasalath (Supplementary Fig. 20e–g and Supplementary Table 7). These results clearly indicated the role of *GSE9* in grain shape difference between the two rice subspecies.

## Discussion

Our work uncovered that the de novo evolved *GSE9* gene is involved in grain shape difference between the two most widely cultivated subspecies of rice *indica/xian* and *japonica/geng* (Fig. 6). As an important driving force in evolutionary novelties, de novo evolved genes arise from DNA sequence that has not, at least recently, been protein-coding^25,26^. Thus, the most significant feature of de novo genes is that its syntenic regions in outgroup species lack the gene, i.e., the orthologous sequences of these genes exist, but do not encode an open reading frame^27^. Here, we found that *GSE9* is an *Oryza*-specific gene that is absent in related taxa outside the genus *Oryza*. The orthologous sequences of *GSE9* gene are present in the syntenic regions of several *Oryza* outgroup species, but they do not encode an ORF due to absence of the start codon. By contrast, the full coding sequence feature of *GSE9* is present in *O. rufipogon* and most *japonica* varieties. In addition, our transient transcription activity assays, DNA methylation level analysis combined with the proteomic database analysis suggest that the G to A variation at the start codon of *GSE9* contributes to its de novo origination by acquiring the ability of both transcription and translation simultaneously. Thus, the most plausible explanation for these findings is that *GSE9* de novo evolved from a previous non-coding sequence of common wild rice, and was then inherited by *japonica*.

**Fig. 6:**
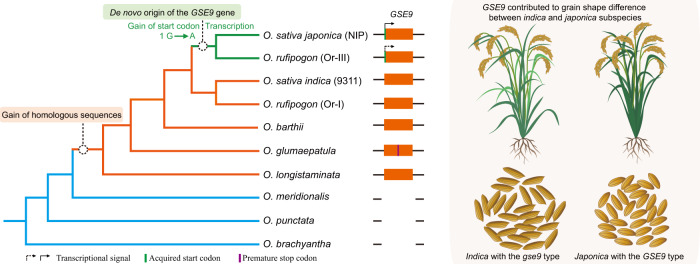
De novo origination of *GSE9* contributes grain shape difference between *indica* and *japonica* subspecies. The phylogenic tree indicates the origination process for the de novo evolved gene *GSE9*. The orthologous non-coding sequence of *GSE9* was present in *O. longistaminata*, *O. glumaepatula*, *O. rufipogon* I, and *O. sativa indica* (9311). A single nucleotide G to A substitution at the start codon site in the orthologous non-coding sequence of *GSE9* created the de novo ORF of this gene in *O. rufipogon* III that was then inherited by *O. sativa japonica* (NIP). The orange box indicates orthologous sequences of *GSE9* gene. The solid arrow indicates the strong transcriptional signal of *GSE9* gene in *japonica*. The dotted arrow indicates the relatively low transcriptional level of this gene in *O. rufipogon* Or-III. The green bar shows the start codon acquisition of *GSE9*, while the purple bar indicates the premature stop codon in ORF of *GSE9*. Typical *indica* varieties exhibit slender grains, while typical *japonica* varieties show ovate grains. Knockout of *GSE9* led to slender grains in *japonica*, whereas introgression of this gene resulted in round grains in *indica* background. In the *indica* natural populations, the selected varieties with the *gse9* type exhibited slender grains than those with the *GSE9* type. All these observations revealed the role of *GSE9* gene in grain shape difference between *indica* and *japonica* subspecies.

Most insights into de novo evolved genes come from large-scale comparative genome, transcriptome and proteome analyses thus far^2,5,28,29^. Although the putative functions of several de novo genes have been reported in certain eukaryotic species, including *Drosophila*^6,27^ and *Arabidopsis*^30,31^, the potential role of de novo genes remains unexplored in staple crops. None of these genes has been investigated in detail for their roles in morphological differentiation between subspecies. Our findings provided insights into the contribution of a rice de novo gene to the distinguishing traits (i.e., grain shape) between *indica* and *japonica* subspecies. The grain shape divergence may start in common wild rice with the *gse9* and *GSE9* types, and was then inherited by *indica* and *japonica*, respectively. Grain shape difference between *indica* and *japonica* is believed as a result of long-term natural and artificial selection^12,13,32^. In the present study, we noticed that *GSE9* locus conferring grain shape was under artificial selection in *japonica* rice, which may further contribute to its divergence between *japonica* and *indica*. Long grain shape is highly prized in rice market because of its excellent appearance quality^33^, thus genetic manipulation of *GSE9* may have great potential in rice breeding application, especially in grain shape and yield production improvement. These findings broadened our understanding of the contribution of de novo genes in the genetic and morphological divergence between subspecies. We provide a gene target for the improvement of grain shape in rice. Nevertheless, further studies are needed to explore the detailed mechanism underlying the role of *GSE9* in grain shape.

## Methods

### Genome-wide association study

We carried out GWAS for grain shape using the panel of both *indica* and *japonica* varieties, which were obtained from the germplasm band or breeders in central China. We rephenotyped the grain shape-related traits, such as grain length (GL) and grain width (GW) of 289 rice varieties, including 158 *japonica* varieties genotyped previously^23^ and 131 *indica* resequencing varieties. Tremendous variation in GL and GW was observed in these 289 rice varieties. A total of 2,269,131 single-nucleotide polymorphisms (SNPs) with a minor allele frequency (MAF) ≥ 0.01 among the whole rice genome of this resequencing population were used for GWAS under the general linear model in tassel v5.2.4^34^. Admixture software^35^ was used to estimate the population structure. The *P*-value threshold for significance was set as 1 × 10^-7^ by the Bonferroni correction method^36^. The region containing at least three consecutive significant SNPs was considered as a single associated signal, and the SNP with minimum *P*-value in the associated signal was determined to be the leading SNP. The linkage disequilibrium (LD, calculated as *r*^2^) between SNPs in the 289 varieties was evaluated using plink v1.9^37^. The LD heatmaps surrounding peaks in the GWAS were constructed using the LDBlockShow v1.40^38^. Candidate genes were predicted within a genomic region of 220 kb of the leading SNP for QTL, and genes annotated as retrotransposon and transposon were excluded from the analysis.

### RNA extraction and quantitative reverse transcriptase PCR (qRT-PCR)

The RNA extraction kit (Tiangen Biotech, Beijing, China) was used to isolate total RNA from rice samples. The RNA was then reverse transcribed into the cDNA using the HiScript Q RT SuperMix for qPCR (Vazyme Biotech, Nanjing, China). qRT-PCR was conducted with the ChamQ SYBR qPCR Master Mix (Vazyme Biotech, Nanjing, China). The internal control gene *OsActin* (Gene locus: LOC_Os10g36650) transcripts were used to normalize the gene relative expression level.

### Rapid amplification of cDNA ends (RACE)

The full-length cDNA of *GSE9* was amplified by 5'- and 3'-RACE using the HiScript-TS 5'/3' RACE Kit (Vazyme Biotech, Nanjing, China). 1 μg total RNA from the *japonica* variety Zhonghua 11 was converted into 5'- or 3'-RACE-Ready first-strand cDNA using a 5' CDS Primer or a 3' CDS Primer (included in the kit), respectively. The cDNA was amplified using a universal primer mix (UPM) mixed with 5' or 3' gene specific primers (5'GSP-1, 5'GSP-2 and 3'GSP). The PCR products were then used as the template for nested PCR with the new gene specific primers (5'NGSP-1, 5'NGSP-2 and 3'NGSP). The amplified cDNA was cloned into the linearized vector using 5 min TA/Blunt-Zero Cloning Kit (Vazyme Biotech, Nanjing, China) and clones was then Sanger sequenced with M13F and M13R.

### Plasmid construction and genetic transformation

To generate the knockout mutants, two *GSE9* site specific single-guide RNAs were selected and introduced into the CRISPR/Cas9 system, in which the *Cas9* gene was under the control of *ubiquitin* gene promoter, while the expression of sgRNA was driven by the *U3b* promoter. To overexpress *GSE9*, its coding sequence was amplified and cloned into the construct pCAMBIAI1390 under the control of *ubiquitin* gene promoter. The *GSE9*-overexpression and knockout constructs were transformed into two *japonica* rice varieties Zhonghua11 (ZH11) and Nipponbare (NIP), respectively. To generate the complementation lines of *GSE9* gene in *indica* background, the coding sequence and 2-kb promoter region was amplified and cloned into the construct pCAMBIAI1301. The *GSE9* complementation construct was transformed into *indica* variety Kasalath. For promoter-GUS assay, a 2-kb genomic upstream region of the *GSE9* was amplified and cloned into the pCAMBIA1300 vector. For subcellular localization analysis, the coding sequence of *GSE9* was fused into the pCAMBIAI1300 vector with *GFP*. The *GSE9pro::GUS* and *GSE9::GFP* constructs were transformed into ZH11, respectively. All rice transformations were mediated by *Agrobacterium tumefaciens* strain EHA105. Primers used for plasmid construction are provided in Supplementary Data 4.

### GUS staining and GFP fluorescence observations

To determine the expression pattern of *GSE9* in detail, we sampled various rice tissues, including the young root, stem, sheath, leaf, node and young panicle from *GSE9pro::GUS* transgenic plants, and stained using a GUS staining kit (Coolaber Biotech, Beijing, China). The stained tissues were cleared with different concentrations of ethanol, and then observed under a microscope (OLYMPUS, MVX10, Japan).

The localization pattern of GSE9 was examined by imaging the root of 1-week-old seedlings of *GSE9::GFP* transgenic plants and *Nicotiana benthamiana* leaf epidermal cells using a LSM 710 confocal laser scanning microscope (Zeiss, Oberkochen, Germany).

### RNA in situ hybridization

Fresh young panicles were fixed in formaldehyde-acetic acid-ethanol solution, dehydrated in an ascending series of ethanol, and then embedded in paraffin wax. The blocks were sectioned into 8 μm slices by rotary microtome (Leica RM 2235, Germany) and mounted onto Poly-Prep slides (Sigma-Aldrich, St. Louis, MO, USA). A 388-bp specific fragment of *GSE9* cDNA was cloned into the pEASY-Blunt simple vector (Transgen Biotechnology). RNA probes were transcribed with T7 RNA polymerase and labeled by digoxigenin (Roche Diagnostics, Mannheim, Germany). The sections were hybridized to either a sense or an antisense probe of *GSE9*, where the sense probe was used as a negative control.

### Histological and cellular analysis

For the histological analysis, fresh young spikelet hulls before anthesis were fixed with 2.5% glutaraldehyde, dehydrated in a graded ethanol series, and then embedded in Technovit 7100 resin (Heraeus Kulzer, Wehrheim, Germany). The spikelet hulls were cut into 10-μm-thick sections by ultramicrotome (Leica EM, Germany), and observed using an electron microscope (Leica DM1000, Germany). The outer surfaces of the spikelet hulls were also observed using a scanning electron microscope (GeminiSEM 300, Carl Zeiss, Germany). ImageJ software was used to measure the cell size and cell area of epidermal cells.

### Transcriptome analysis

For transcriptome analysis, young panicles from ZH11 and *GSE9* transgenic plants before anthesis were collected and used for library construction and sequencing using the Illumina NovaSeq 6000 system. The generated reads were firstly filtered and then mapped onto the reference genome of *Oryza sativa* using HISAT2 v1.2^39^. The featureCounts software v2.0.1^40^ was used to count the read numbers mapped to each gene. Finally, differentially expressed genes of knockout and overexpression lines compared to WT plants were identified using DESeq2 v1.36.0^41^.

### Metabolite profiling analysis

Metabolites were extracted from young panicles with six biological replicates from ZH11 and transgenic plants. The untargeted metabolite profiling was performed using liquid chromatography-mass spectrometry (LC-MS) platform. Peak identification and metabolite identification were performed using the XCMS software v3.12.0^42^. The Variable Importance for the Projection (VIP) was calculated by the orthogonal partial least squares discriminant analysis (OPLS-DA). VIP > 1 and *P*-value < 0.05 were used as the criteria to determine the differential metabolites among ZH11-OE-1 *vs* ZH11 and ZH11-Cas9-1 *vs* ZH11 comparisons.

### Purification and expression of GSE9 protein

The coding sequence of *GSE9* was inserted into the pCZN1 vector carrying 6 x His tag protein. The recombinant pCZN1-GSE9 fusion protein was then expressed in *Escherichia coli* strain BL21. Protein expression was induced by adding 0.4 mM isopropyl-β-thiogalactopyranoside (IPTG) for 4 h at 37 °C. For the western blot assay, the purified recombinant fusion protein was separated using SDS-PAGE, and subsequently transferred to PVDF membranes to detect His protein after electrophoresis. Detection of GSE9 proteins was performed using anti-6x His antibody (Sigma-Aldrich, SAB2702220, 1:8000 dilution) and goat anti-mouse IgG-HPR secondary antibody (CWBIO, CW0102S, 1:10000 dilution).

### Sequence homology detection and protein structural prediction

To detect homologs of *GSE9* (Phytozome identifier LOC_Os09g06719), its genomic or protein sequence was used as query to perform BLAST searches against NCBI *nr* and *est* database, Phytozome, the One Thousand Plant Transcriptome (OneKP) database^43^, Gramene^44^, OryzaGenome^45^, Rice Functional Genomics and Breeding Database (RFGB)^46^, RiceSuperPIRdb^22^ and other relevant databases (*E*-value cutoff = 1*e*-5). Additional pHMMER searches were performed against References Proteomes (*E*-value cutoff = 1*e*-5).

The ab initio tertiary structure prediction of GSE9 protein was performed using QUARK server^47^. The top predicted model from QUARK was displayed by PyMOL. PSIPRED web server (http://bioinf.cs.ucl.ac.uk/psipred/) was used for the prediction of secondary structure. The IUPred short algorithm^48,49^ was used to predict intrinsic disorder of GSE9 protein sequence.

### Transient dual luciferase (dual-LUC) assay

To generate the NIP-*proGSE9*::LUC and MH63-*proGSE9*::LUC constructs, we amplified approximately 2-kb promoter region upstream of the *GSE9* locus from the *japonica* variety Nipponbare (NIP) and the *indica* variety Minghui 63 (MH63), and then ligated them to the pGreen0800-LUC vector. We also constructed NIP-*proGSE9* + A::LUC, NIP-*proGSE9* + G::LUC, MH63-*proGSE9* + A::LUC and MH63-*proGSE9* + G::LUC vectors, respectively. Transient transactivation assays were performed using the tobacco (*Nicotiana benthamiana*) leaf system. Firefly luciferase activities derived from the various constructs and Renilla luciferase under the control of the 35 S promoter were quantified using the Dual-Luciferase Reporter Assay kit (Vazyme Biotech, Nanjing, China).

### DNA methylation level analyses

To detect the DNA methylation level of the promoter region of *GSE9* locus, we isolated DNA using cetyltrimethylammonium bromide (CTAB) from several cultivated rice varieties, including the *japonica* varieties Nipponbare (NIP), Zhonghua11 (ZH11), Wuyunjing7 (WYJ7) and Dongjing (DJ), and the *indica* varieties 9311, Minghui63 (MH63), Kasalath, Huanghuazhan (HHZ) and Guangluai4 (GLA4). The isolated DNA was digested by the methylation sensitive (HpaII) and insensitive (MspI) restriction enzyme pairs. The digested DNA was then used as a template to amplify the promoter fragment of *GSE9* locus that contains three CCGG sites. We also performed searches against rice methylation database RiceENCODE^50^ to detect the DNA methylation levels in the genomic region of *GSE9* in the *indica* variety (MH63) and *japonica* variety (NIP).

### Population genetic and evolutionary analyses

Genomic sequences of 1,697 cultivated and 76 wild varieties were obtained from RFGB and OryzaGenome, respectively. The distribution of two types of *GSE9* with or without start codon was compared between *japonica* and *indica* varieties using chi-square ($${\chi }^{2}$$) test. The geographical information of cultivated groups was obtained from RFGB, and marked on map using *Cartopy* package v0.20.0^51^ in Python v3.6.0 software to observe geographic distribution of the two types. The map layer of terrestrial temperature averages from 1970 to 2000 A.D. was obtained from WorldClim^52^. The genetic difference parameters were estimated using *PopGenome* package v2.1.6^53^ in R v4.1.2 software within 5-kb sliding windows between *japonica* and *indica* groups. The average *F*_*ST*_ values in each 100-kb window were also estimated at the whole-genome level between *indica* and *japonica* subspecies using VCFtools v0.1.16^54^. The nucleotide diversity (*π*) and Neutral test (Tajima’s *D*) of each population were calculated in 50-kb windows using VCFtools v0.1.16^54^. Phylogenetic trees and haplotypes networks were inferred for all sites with minor allele frequency ≥0.01 in this locus. The phylogenetic tree for the full-length cDNA sequences of *GSE9* gene and their homologs was constructed using a maximum likelihood (ML) method by IQ-TREE v.2.1.2^55^. In the IQ-TREE, ModelFinder^56^ was used to determine the optimal model of amino acid substitution and rate heterogeneity. According to the BIC score, of 546 protein models, K3Pu+F + I was chosen to construct a ML phylogenetic tree, and the branch support values were calculated by ultrafast bootstrap^57^ and Shimodaira–Hasegawa-like approximate likelihood ratio test (SH-aLRT)^58^ using 1,000 replicates. The haplotype network was calculated using *pegas* package v1.2^59^ in R v4.1.2 software, and then displayed using plotting module matplotlib v3.6.0^60^ by Python v3.6.0 software.

### Data analysis

Data are presented as the means ± standard deviation (SD), shown by error bars. The chi-square ($${\chi }^{2}$$) test and independent-samples *t*-test (*p < 0.05; **p < 0.01; NS, not significant) were used for statistical analysis using IBM SPSS software.

### Primers

All primers used in this study are provided in Supplementary Data 4.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

Gene resequencing data are available in the European Variation Archive (EVA) at EMBL-EBI under accession number PRJEB65579. RNA-seq data generated as part of this study have been deposited to the NCBI GEO database under the BioProject accession number GSE218565. The full-length cDNA of *GSE9* sequence confirmed by RACE is available through NCBI GenBank under accession number OR050540.1. The genomic sequences of *GSE9* in 1697 cultivated rice varieties were downloaded from the Rice Functional Genomics and Breeding Database (RFGB) (http://www.rmbreeding.cn/). The genomic sequences of *GSE9* in wild rice accessions were downloaded from OryzaGenome (http://viewer.shigen.info/oryzagenome2detail/index.xhtml) or Gramene (https://www.gramene.org/). The A/G variations in *GSE9* start codon site of 192 *O. sativa*, 19 *O. rufipogon* and 8 *O. barthii* accessions were obtained from the Rice Super Pan-genome Information Resource Database (RiceSuperPIRdb) (http://www.ricesuperpir.com/). The DNA methylation levels in the genomic region of *GSE9* were obtained from RiceENCODE (http://glab.hzau.edu.cn/RiceENCODE/). The genetic materials used in this study are available from the corresponding authors upon request. Source data are provided with this paper.

# Supplementary material for: A de novo evolved gene contributes to rice grain shape difference between indica and japonica
**Source:** Nat Commun. 2023 Sep 22;14:5906. doi: 10.1038/s41467-023-41669-w
**Supplement:** Supplementary file 1 — Supplementary Information

***A de novo* evolved gene contributes to rice grain shape difference
between *indica* and *japonica***

Chen *et al.*

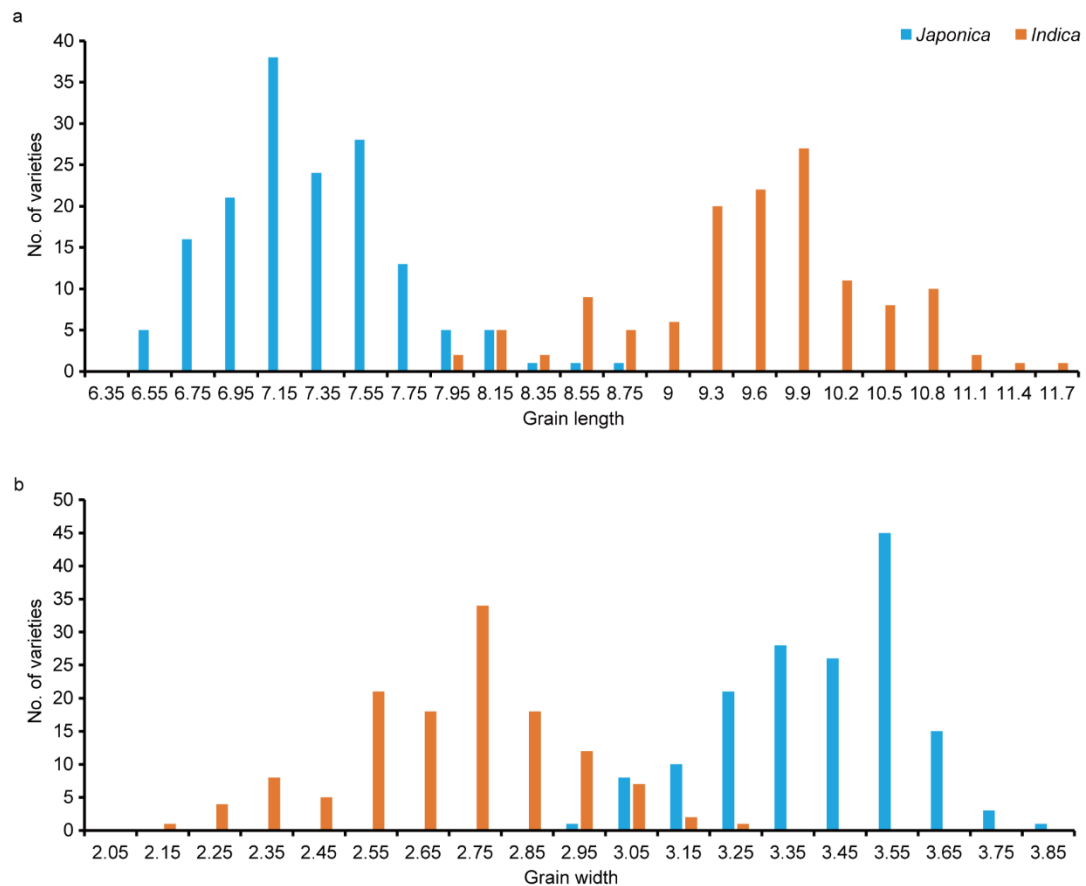

Supplementary Fig. 1. Grain shape variation among 131 *indica* and 158 *japonica* varieties. Frequency distributions of grain length (a) and grain width (b). Source data are provided as a Source Data file.

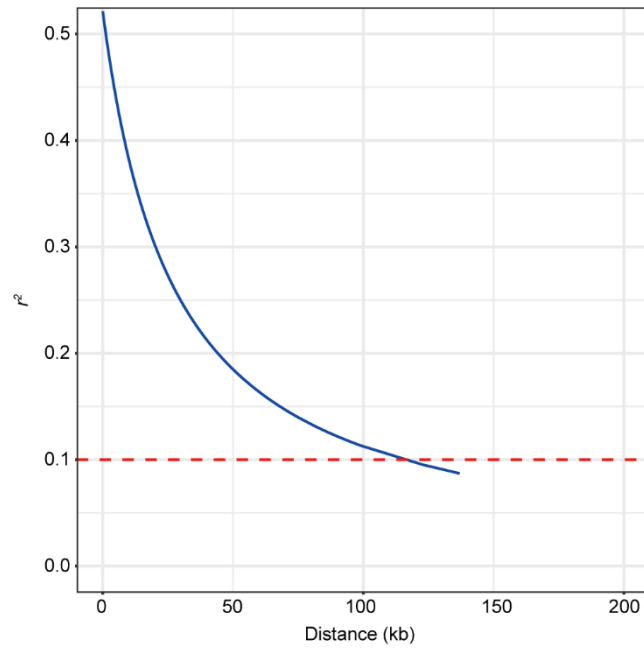

Supplementary Fig. 2. Genome-wide average linkage disequilibrium (LD) decay. The decay of LD with physical distance between SNPs occurred at about 110 kb ($r^2 = 0.1$).

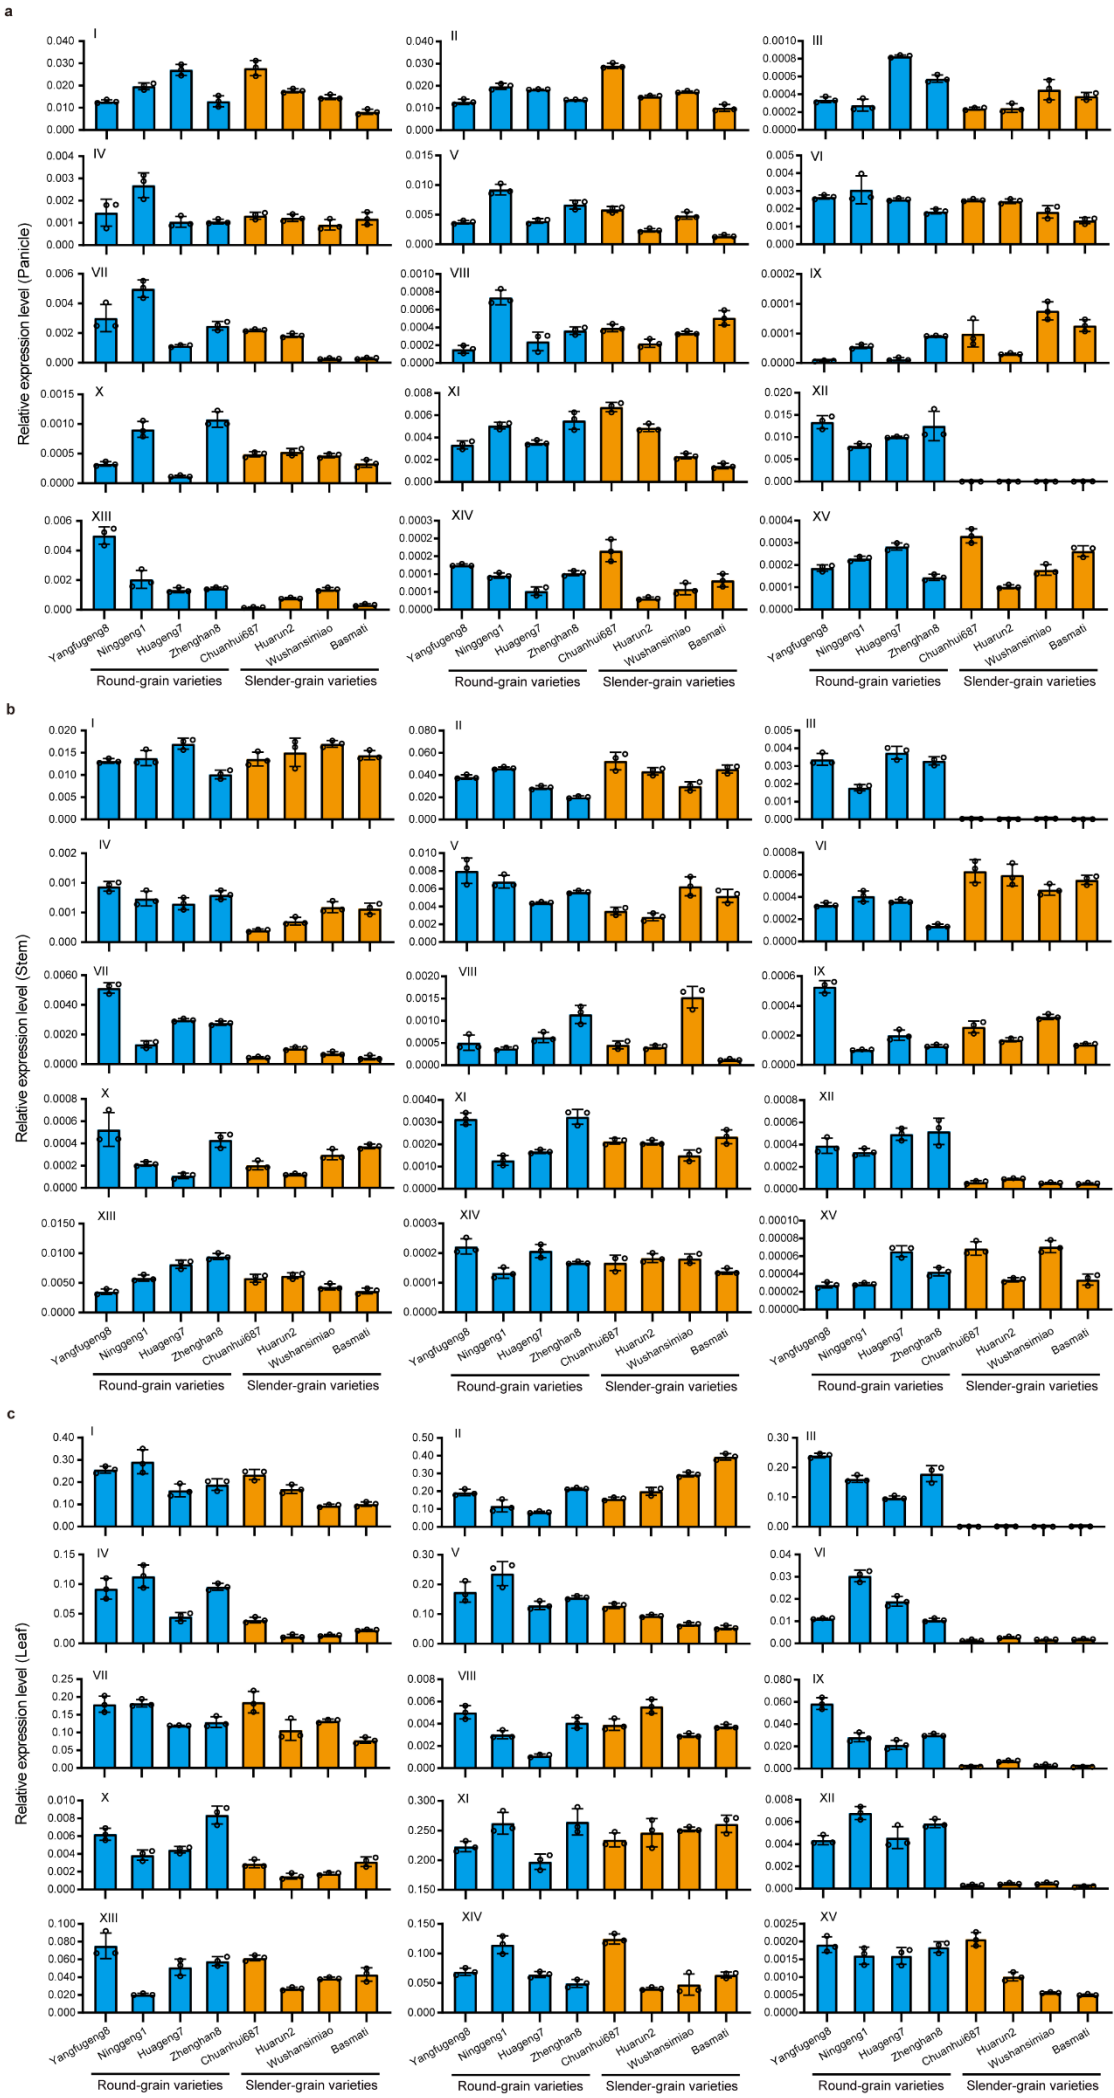

Supplementary Fig. 3. Expression levels of 15 candidate genes in eight rice varieties. Relative expression levels of 15 candidate genes in the young panicle (a), stem (b) and leaf (c) of four representative slender-grain and round-grain varieties, respectively. *OsActin* was used as a control. Data shown are means $\pm$ SD ($n = 3$ biological replicates). Source data are provided as a Source Data file.

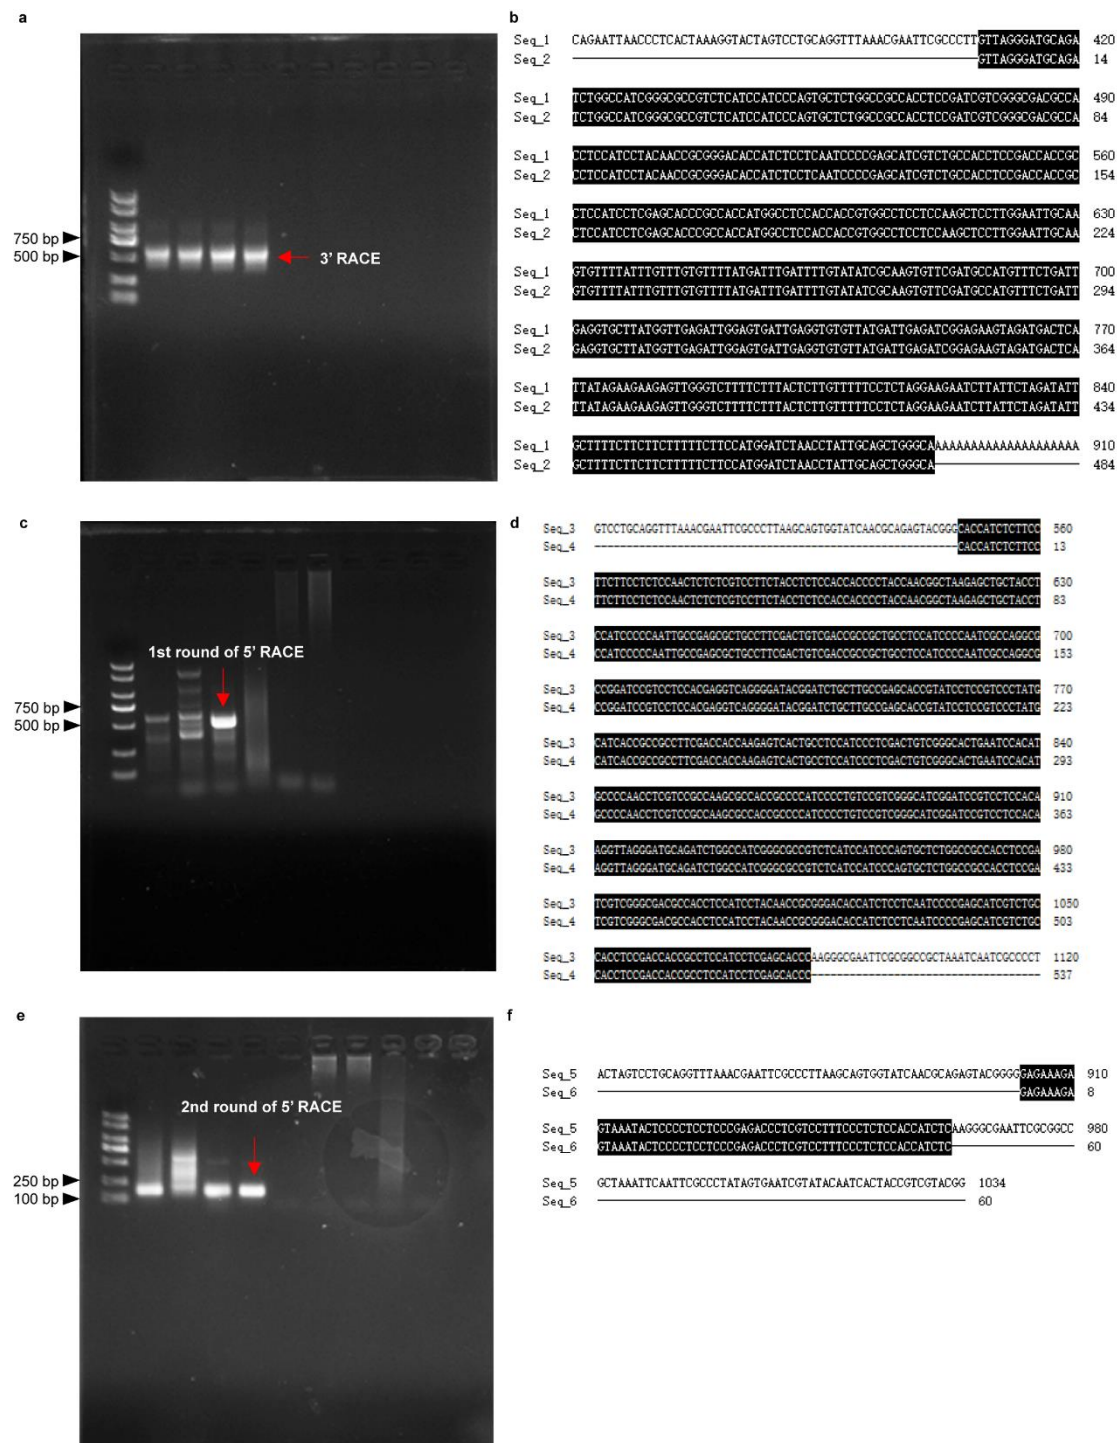

Supplementary Fig. 4. The full-length *GSE9* gene confirmed by rapid-amplification of cDNA ends (RACE). (a-b) Uncropped gel images for 3' RACE (a) and the alignment of its sequencing results with the annotated sequence (b). (c-d) Uncropped gel images for the first round of 5' RACE (c) and the alignment of its sequencing results with the annotated sequence (d). (e-f) Uncropped gel images for the second round of 5' RACE (e) and the alignment of its sequencing results with the annotated sequence (f). The red arrow indicates the specific products of RACE that are further used for sequencing.

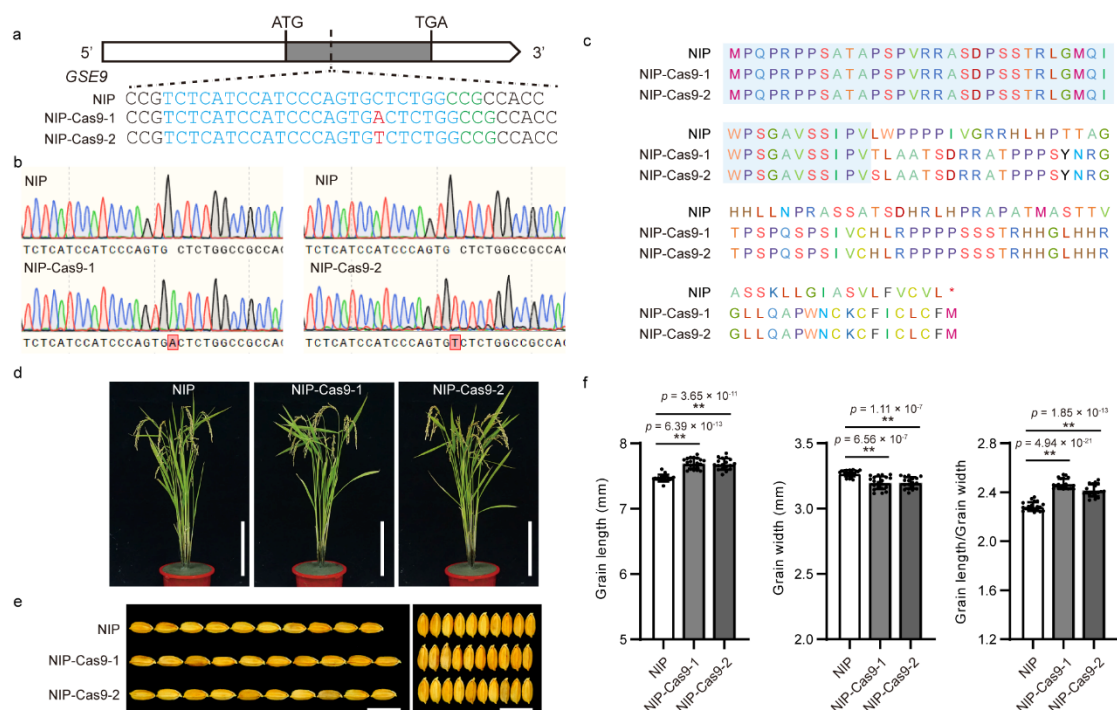

Supplementary Fig. 5. Identification and phenotypic characterization of the *GSE9* knockout mutants in Nipponbare background. (a-c) Identification of *GSE9* knockout mutants generated by the CRISPR/Cas9 system in Nipponbare (NIP) background. (a) Targeted mutagenesis of *GSE9*. The target mutated sites are indicated on the gene structure of *GSE9*. Grey box indicates the single exon of *GSE9* gene. (b) Mutation events were confirmed by sequencing. The target mutated sites are marked with red box. (c) Comparison of amino acid sequences between NIP and *GSE9* knockout mutants. Red asterisk indicates the termination codon. (d-f) Phenotypic identification of *GSE9* knockout mutants in NIP background. (d) Plant morphology of NIP and *GSE9* knockout mutants at the mature stage. Scale bar, 20 cm. (e) Comparison of grain shape between NIP and *GSE9* knockout mutants. Scale bar, 1 cm. (f) Statistical analysis of grain length, grain width, and grain length/width ratio between NIP and *GSE9* knockout mutants. Data show means $\pm$ SD ($n = 20/20/18, 20/20/18, 20/20/18$ biological replicates). Statistical analysis was performed by two-tailed Student's *t*-test (**, $p < 0.01$). Source data are provided as a Source Data file.

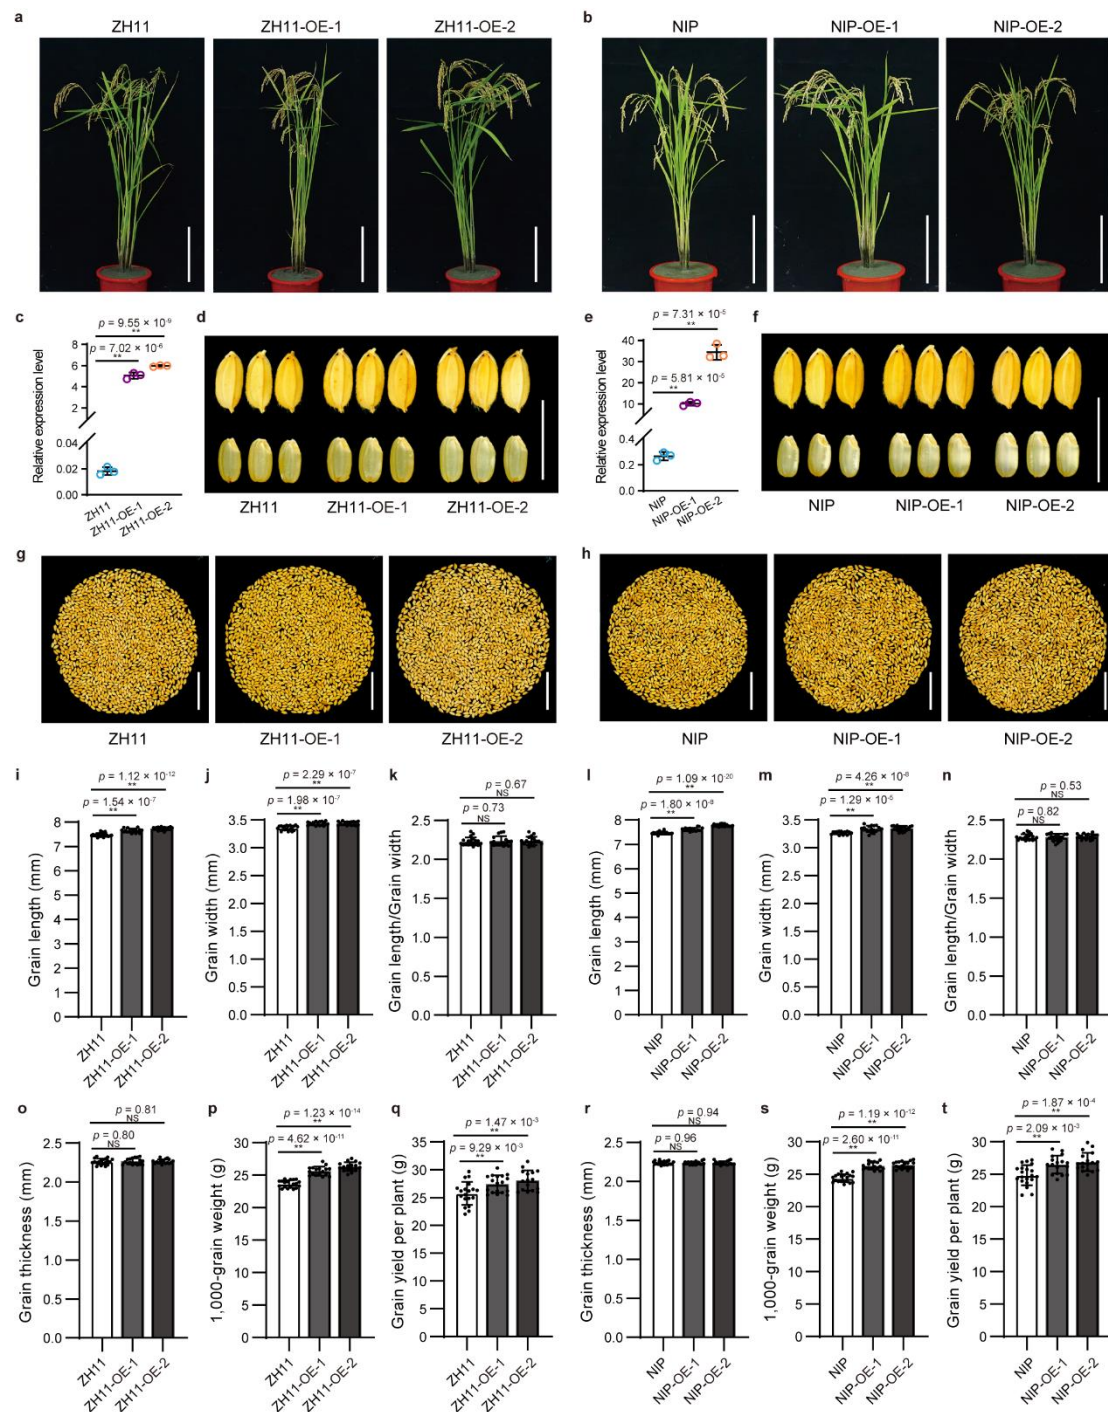

Supplementary Fig. 6. Phenotypic identification of *GSE9* overexpressing lines in Zhonghua11 and Nipponbare backgrounds. (a-b) Plant morphology of the wild-type and *GSE9* overexpressing lines at the mature stage. Scale bar, 20 cm. (c) *GSE9* transcript levels in ZH11 and ZH11-OE lines determined by qRT-PCR analysis. (d) Comparison of the grain shape between ZH11 and ZH11-OE lines. (e) *GSE9* transcript levels in NIP and NIP-OE lines determined by qRT-PCR analysis. The expression level of *OsActin* was used as a control. (f) Comparison of grain shape between the NIP and NIP-OE lines. (g-h) Comparison of grains per plant between WT and *GSE9*-OE lines. Scale bar, 5 cm. (i-t) Comparison of grain length (i, l), grain width (j, m), grain length/grain width ratio (k, n), grain thickness (o, r), 1,000-grain weight (p, s) and grain yield per plant (q, t) between WT and *GSE9*-OE lines. Data show means $\pm$ SD ($n = 3$ biological replicates in c and e; $n = 19/17/17$ biological replicates in i-k, o-p; $n = 19/18/16$ biological replicates in q; $n = 20/17/18$ biological replicates in l-n, r-t). Statistical analysis was performed by two-tailed Student's *t*-test (**, $p < 0.01$; NS, not significant). Source data are provided as a Source Data file.

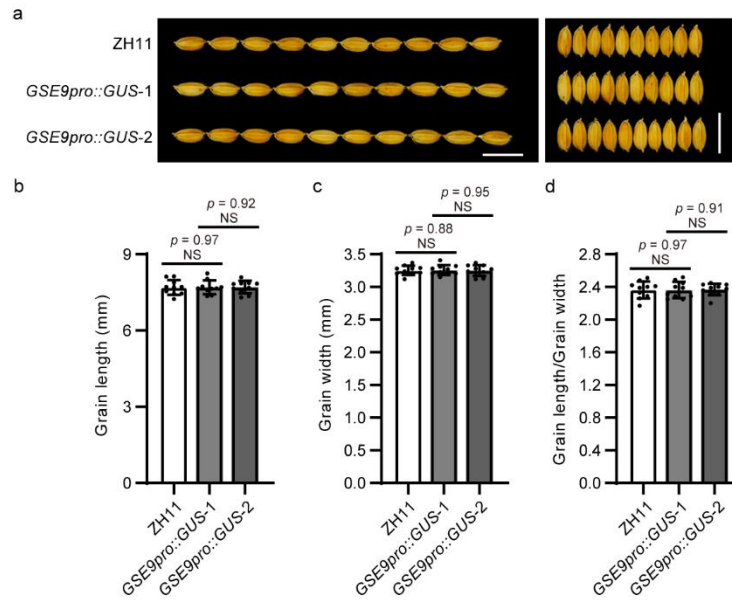

Supplementary Fig. 7. Phenotypic identification of *GSE9pro::GUS* transgenic plants in the *japonica* variety Zhonghua11 background. (a) Morphology of grain shape in the wild-type ZH11 and *GSE9pro::GUS* transgenic plants. Scale bar, 1 cm. (b-d) Comparison of grain length (b), grain width (c) and grain length/width ratio (c) between ZH11 and *GSE9pro::GUS* transgenic lines. Data show means $\pm$ SD ($n = 10$ biological replicates). Statistical analysis was performed by two-tailed Student's *t*-test (NS, not significant). Source data are provided as a Source Data file.

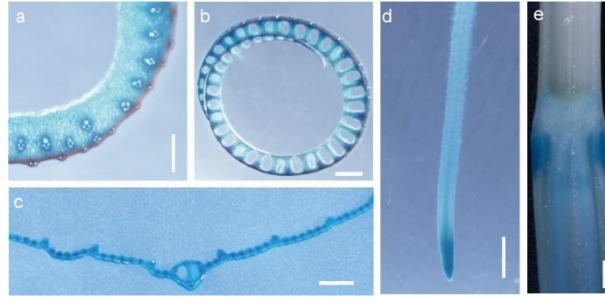

Supplementary Fig. 8. GUS staining analysis of various tissues in *GSE9pro::GUS* transgenic plants. Histochemical GUS staining in stem (a), sheath (b), leaf (c), root (d), and node (e). Scale bar, 500 μ m in (a), 1 mm in (b, d), 2 mm in (c, e). At least three independent replicates were performed and a representative result is shown.

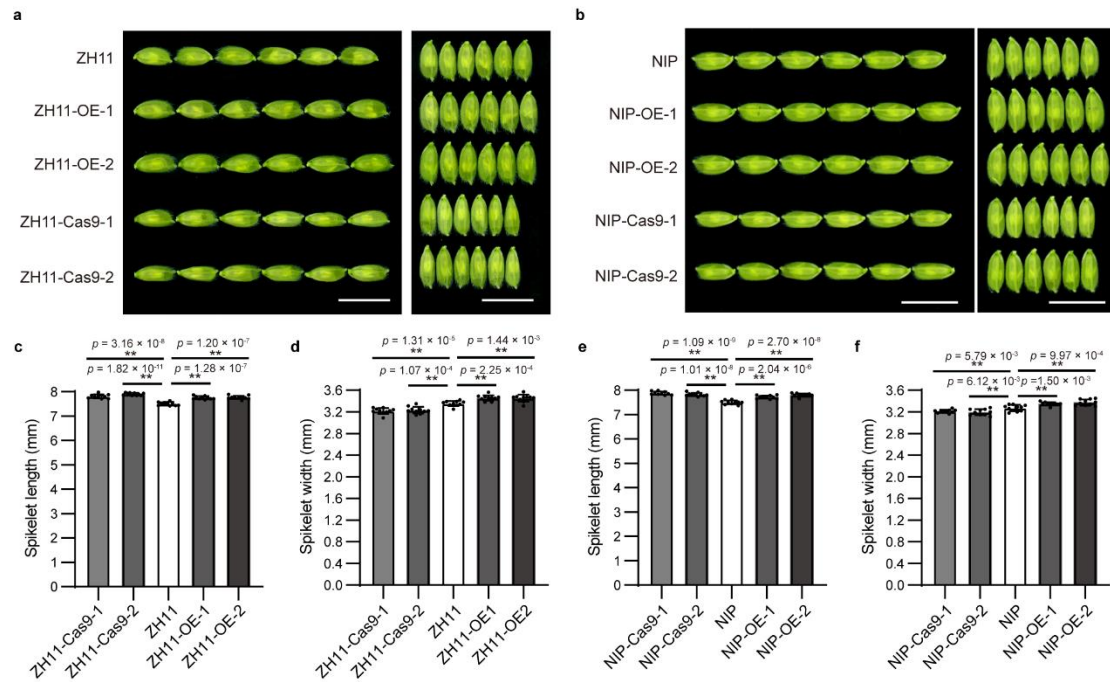

Supplementary Fig. 9. Phenotypic identification of spikelet hulls between wild-type and *GSE9* transgenic lines in Zhonghua11 and Nipponbare backgrounds. (a-b) Morphology of spikelet hulls. Scale bar, 1 cm. (c-f) Comparison of spikelet length and width between WT and *GSE9* transgenic lines. Data show means $\pm$ SD ($n = 10$ biological replicates). Statistical analysis was performed by two-tailed Student's *t*-test (**, $p < 0.01$). Source data are provided as a Source Data file.

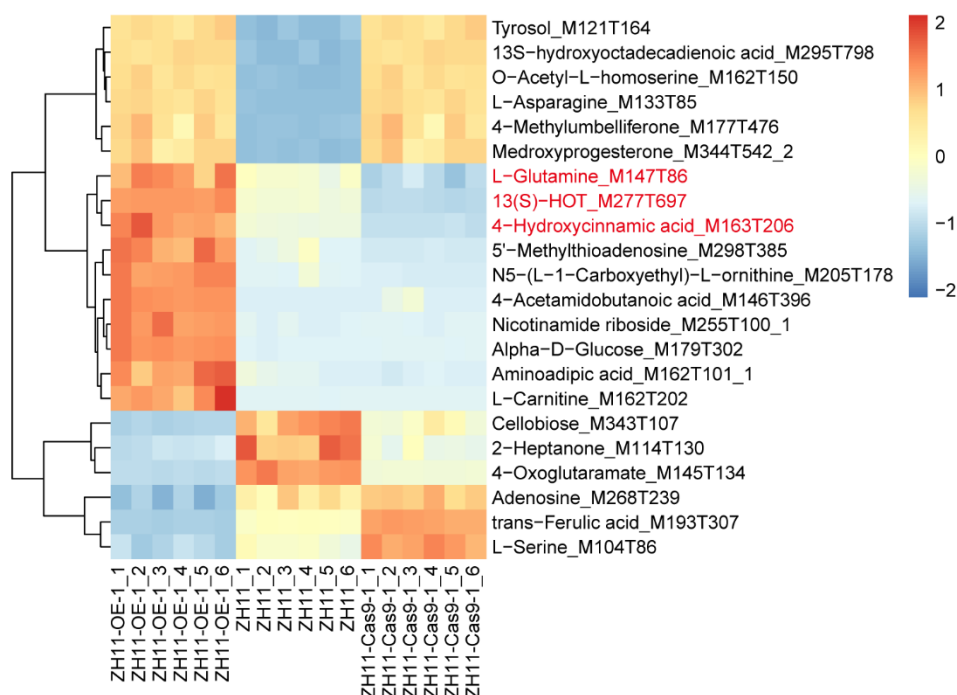

Supplementary Fig. 10. Heatmap showing the relative levels of all differential metabolites in young panicles under ZH11-OE-1 vs ZH11 and ZH11-Cas9-1 vs ZH11 comparisons. Metabolites were extracted from young panicle samples with six biological replicates from ZH11, ZH11-OE-1 and ZH11-Cas9-1. The metabolite profiling was completed using LC-MS. The orthogonal partial least squares discriminant analysis (OPLS-DA) was used to calculate the Variable Importance for the Projection (VIP). VIP > 1 and P value < 0.05 were used as the criteria to identify differential metabolites among different comparisons. Red fonts indicate the three overlapped metabolites between ZH11-OE-1 vs ZH11 and ZH11-Cas9-1 vs ZH11 comparisons. Source data are provided as a Source Data file.

a

Description	Scientific Name	Max Score	Total Score	Query Cover	E value	Per. Ident	Acc. Len	Accession
Oryza sativa Japonica Group cDNA clone J023124E17 full insert sequence	Oryza sativa Japonica Group	206	206	100%	9e-64	100.00%	928	AK072475.1
Oryza sativa Japonica Group genomic DNA chromosome 9_BAC clone OSJNBa003809	Oryza sativa Japonica Group	206	206	100%	8e-59	100.00%	153520	AP005727.3
Oryza sativa Japonica Group genomic DNA chromosome 9_BAC clone OSJNBa0011D16	Oryza sativa Japonica Group	206	206	100%	8e-59	100.00%	177329	AP005892.3
Oryza sativa Indica Group cultivar Zhenshan 97 chromosome 9	Oryza sativa Indica Group	206	206	100%	8e-59	100.00%	22989350	CP056060.1
Oryza sativa Japonica Group DNA chromosome 9 cultivar Nipponbare complete sequence	Oryza sativa Japonica Group	206	206	100%	8e-59	100.00%	23012720	AP014965.1
Oryza sativa Indica Group cultivar RP Bio-226 chromosome 9 sequence	Oryza sativa Indica Group	197	197	100%	4e-56	97.22%	20520899	CP012617.1
Oryza sativa Indica Group cultivar Shuhui498 chromosome 9 sequence	Oryza sativa Indica Group	197	197	100%	4e-56	97.22%	24760661	CP018165.1
Oryza sativa Indica Group cultivar Minghui 63 chromosome 9	Oryza sativa Indica Group	197	197	100%	4e-56	97.22%	24892599	CP054684.1

b

Organism	Blast Name	Score	Number of Hits	Description
Oryza sativa	monocots		8	
• Oryza sativa Japonica Group	monocots	206	4	Oryza sativa Japonica Group hits
• Oryza sativa Indica Group	monocots	206	4	Oryza sativa Indica Group hits

c

Analysis	Jobs
BLASTN	Job 1: BLASTN against Oryza punctata Oryza_punctata_v1.2 (Genomic sequence) Done: No hits found Job 2: BLASTN against Oryza barthii O.barthii_v1 (Genomic sequence) Done: 1 hit found [View results] Job 3: BLASTN against Oryza meridionalis Oryza_meridionalis_v1.3 (Genomic sequence) Done: No hits found Job 4: BLASTN against Oryza rufipogon OR_W1943 (Genomic sequence) Done: 1 hit found [View results] Job 5: BLASTN against Oryza brachyantha Oryza_brachyantha.v1.4b (Genomic sequence) Done: No hits found Job 6: BLASTN against Oryza glumipatula Oryza_glumaepatula_v1.5 (Genomic sequence) Done: 1 hit found [View results] Job 7: BLASTN against Oryza longistaminata O_longistaminata_v1.0 (Genomic sequence) Done: 1 hit found [View results]

Supplementary Fig. 11. BLAST result of the GSE9 sequences. (a) TBLASTN result of NCBI nucleotide nonredundant database (nt) using the GSE9 protein sequence (JGI ID: LOC_Os09g06719) from *Oryza sativa japonica* (Nipponbare). *E*-value cutoff = $1e-5$. (b) Taxonomy distribution of hits generated from TBLASTN searches in (a). Hits were found only from *O. sativa japonica* and *O. sativa indica*. (c) BLASTN result of Gramene database using the coding sequence of *GSE9* as query (*E*-value cutoff = $1e-50$). Hits were found from *O. rufipogon*, *O. barthii*, *O. glumaepatula*, and *O. longistaminata*, while no hits were found from *O. meridionalis*, *O. punctata*, and *O. brachyantha*.

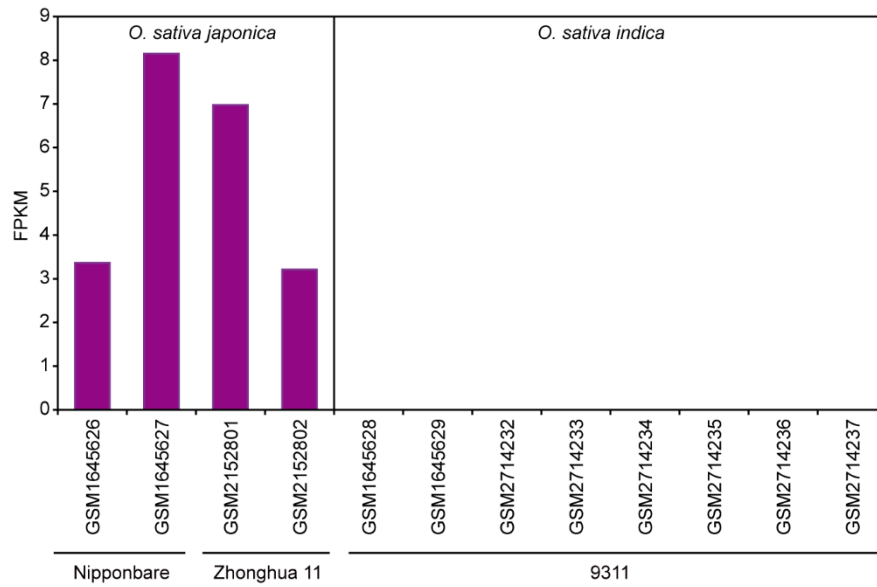

Supplementary Fig. 12. Transcriptional evidence for *GSE9* in *japonica*. RNA sequencing (RNA-Seq) data from the NCBI GEO DataSets for the transcriptional evidence of *GSE9* in *O. sativa*. FPKM values on the vertical axis indicate the expression level of *GSE9* in various NCBI GEO datasets on the horizontal axis. Source data are provided as a Source Data file.

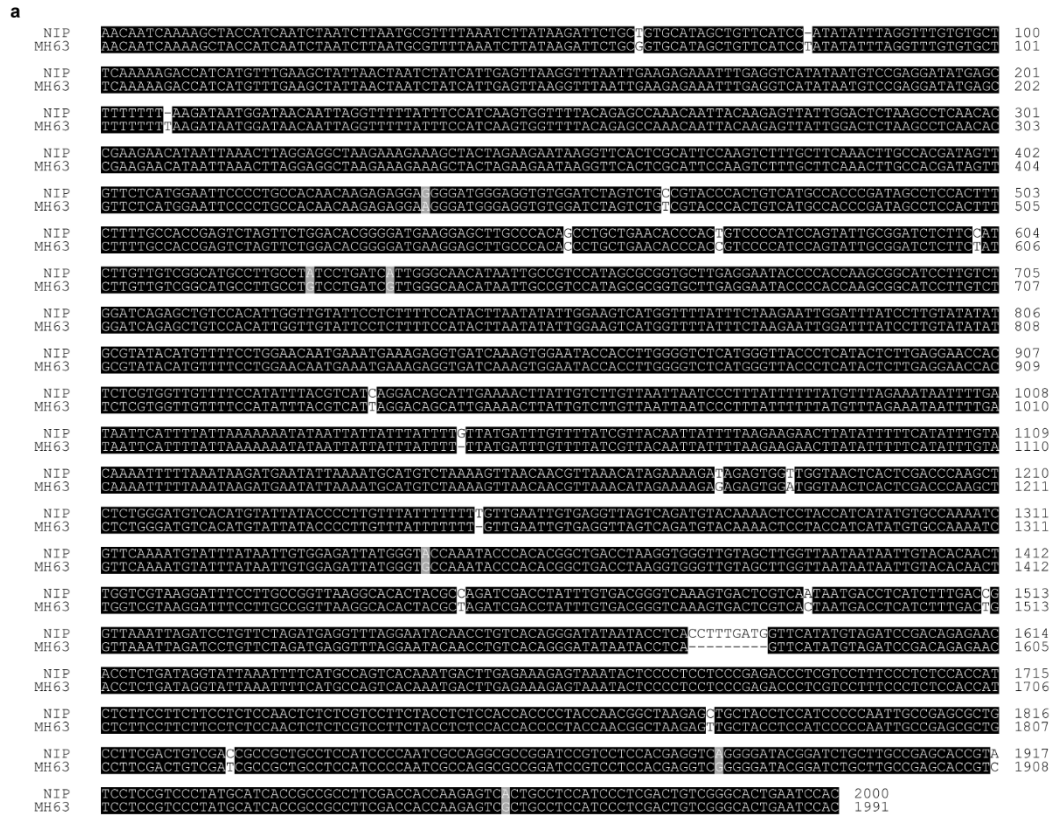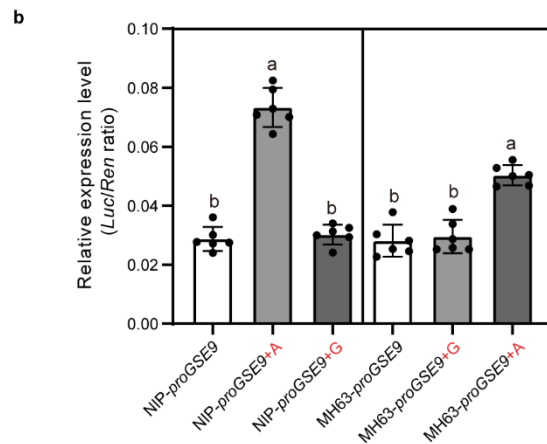

Supplementary Fig. 13. Comparison of the sequence and transcription activity of the promoter regions of *GSE9* between *japonica* and *indica*. (a) Alignment of the approximately 2-kb promoter region of *GSE9* between the *japonica* variety Nipponbare (NIP) and the *indica* variety Minghui 63 (MH63). (b) Transcription activity assays of the sequence of the promoter region, *proGSE9*+A and *proGSE9*+G sequence of *GSE9* locus in NIP and MH63. Data show means $\pm$ SD ($n = 6$ biological replicates). Different letters indicate statistically significant differences at $p < 0.05$ by one-way ANOVA test. Source data are provided as a Source Data file.

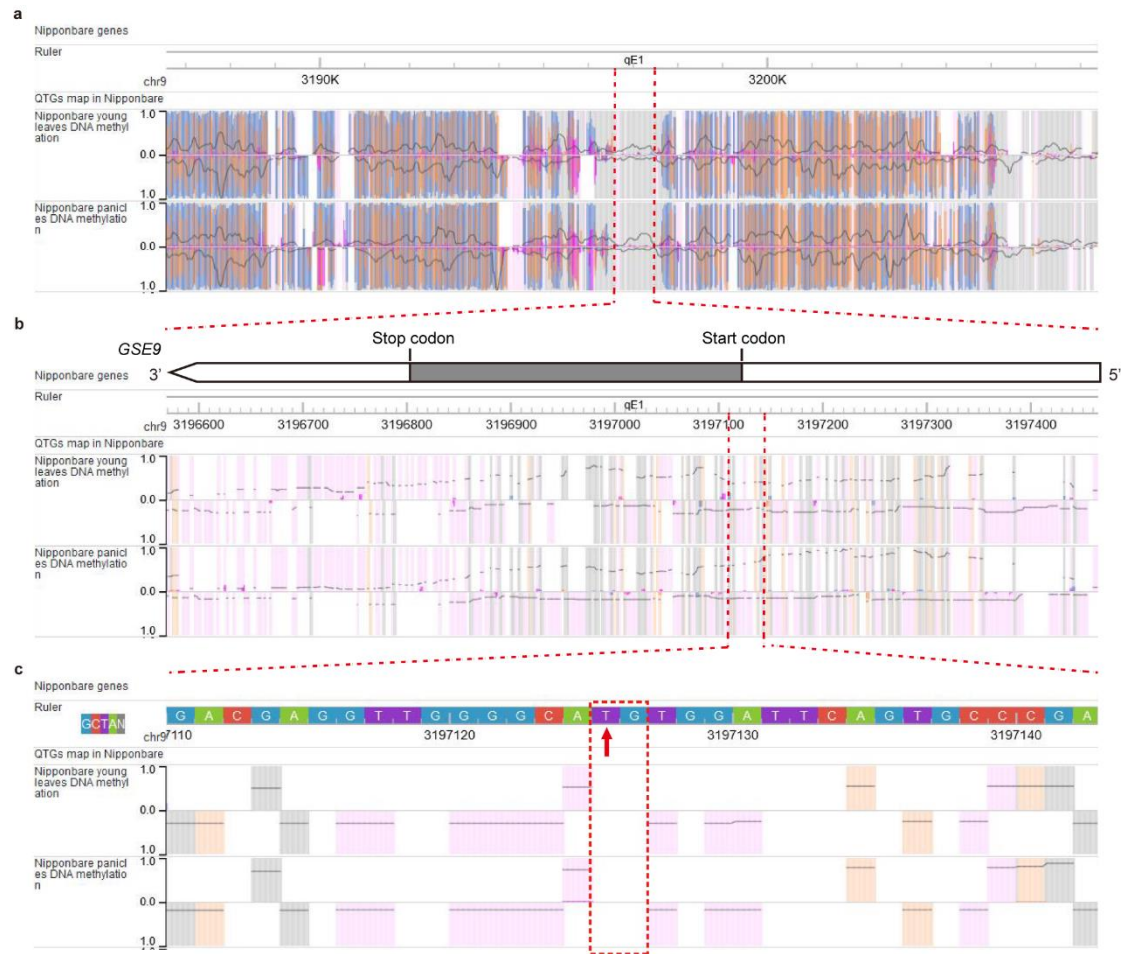

Supplementary Fig. 14. Three types of DNA methylation levels of *GSE9* locus and its flanking regions in young leaves and panicles of the *japonica* variety Nipponbare (NIP). (a) DNA methylation levels of *GSE9* locus and its flanking regions in NIP. Red dotted lines indicate the *GSE9* locus. (b) DNA methylation levels of the genomic region of *GSE9* in NIP. Grey box indicates the single exon of *GSE9* gene, while white boxes indicate its 5'-UTR and 3'-UTR, respectively. Red dotted lines indicate the sites surrounding the start codon of *GSE9*. (c) DNA methylation levels of the sites surrounding the start codon of *GSE9* in NIP. Red arrow indicates the nucleotide A at the start codon of *GSE9*. Red box shows no DNA methylation level in the start codon site of *GSE9*. The data are available from rice methylation database RiceENCODE. Bright blue, orange and magenta boxes indicate the CG, CHG and CHH methylation levels, respectively. Light blue, orange and magenta boxes indicate no CG, CHG and CHH methylation levels.

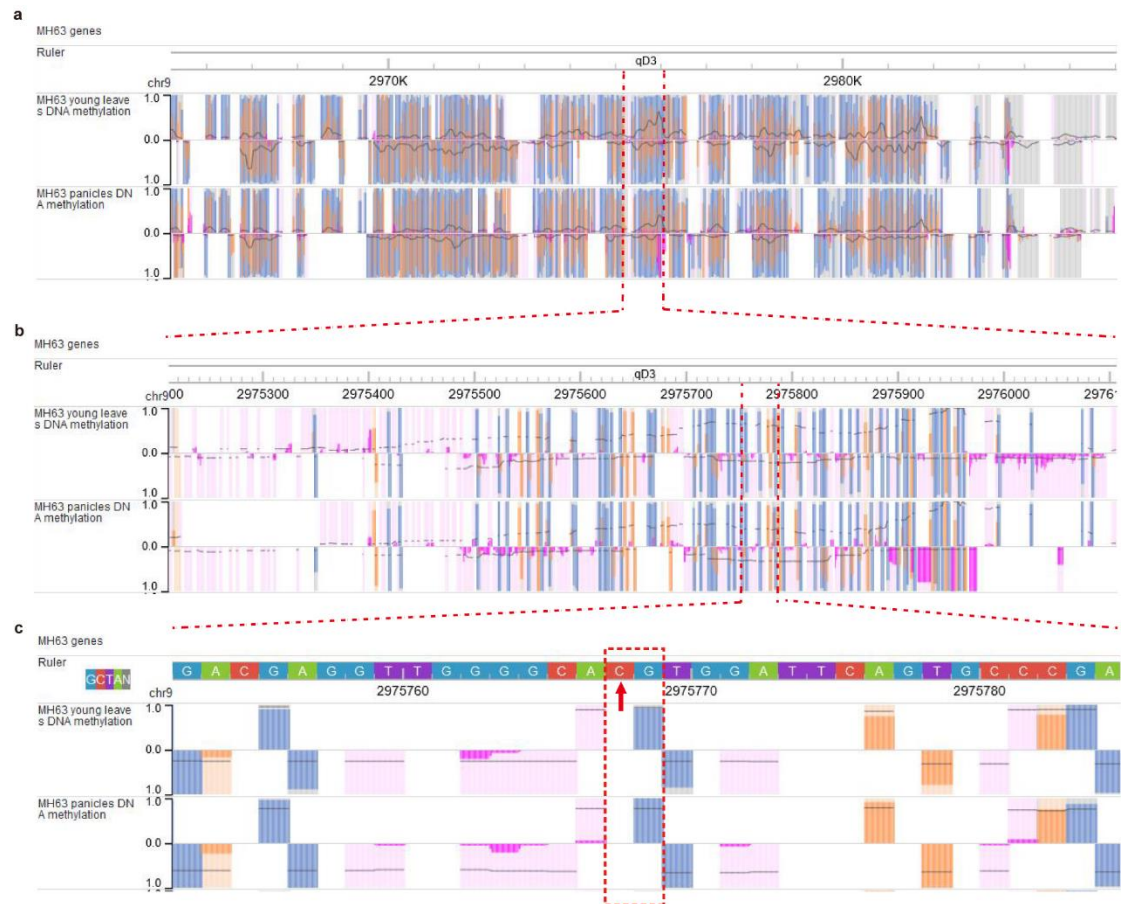

Supplementary Fig. 15. Three types of DNA methylation levels of homologous sequences with *GSE9* and its flanking regions in young leaves and panicles of the *indica* variety Minghui 63 (MH63). (a) DNA methylation levels of homologous sequences with *GSE9* and its flanking regions in MH63. Red dotted lines indicate the homologous sequences with *GSE9* genomic region. (b) DNA methylation levels of the homologous sequences with NIP *GSE9* genomic region in MH63. Red dotted lines indicate the homologous sites surrounding the start codon of NIP *GSE9* in MH63. (c) DNA methylation levels of the homologous sites surrounding the start codon of NIP *GSE9* in MH63. Red arrow indicates the G variation at the start codon of *GSE9* in MH63. Red box shows high CG methylation level in the start codon site of *GSE9* in MH63. The data are available from rice methylation database RiceENCODE. Bright blue, orange and magenta boxes indicate the CG, CHG and CHH methylation levels, respectively. Light blue, orange and magenta boxes indicate no CG, CHG and CHH methylation levels.

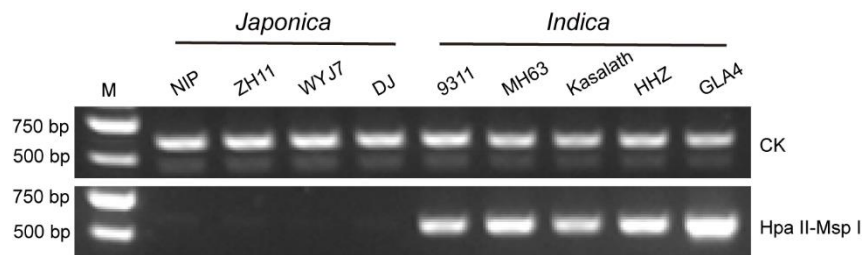

Supplementary Fig. 16. HpaII/MspI digestion-based PCR assay showing DNA methylation levels in the promoter region of *GSE9* in *japonica* and *indica*. The sampled *japonica* varieties include Nipponbare (NIP), Zhonghua11 (ZH11), Wuyunjing7 (WYJ7) and Dongjing (DJ). The sampled *indica* varieties include 9311, Minghui63 (MH63), Kasalath, Huanghuazhan (HHZ) and Guangluai4 (GLA4). The *GSE9* region cannot be digested in all detected *indica* varieties, but was digested in all sampled *japonica* varieties, suggestive of a higher level of DNA methylation in *indica*. M, molecular weight standard. Source data are provided as a Source Data file.

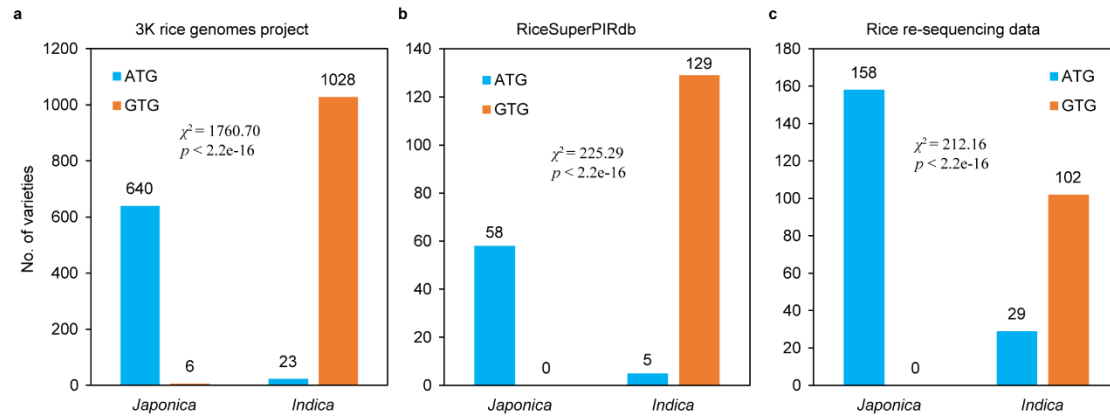

Supplementary Fig. 17. The distribution of A/G variation is unbalanced at the start codon site of *GSE9* between *japonica* and *indica* varieties. The distribution of A/G variation at the start codon site of *GSE9* in 1,697 rice varieties from 3K rice genomes project (a), 192 rice varieties from the Rice Super Pan-genome Information Resource Database (RiceSuperPIRdb) (b), and our re-sequencing 289 rice varieties (c).

Statistical analysis was performed by the chi-square (χ^2) test.

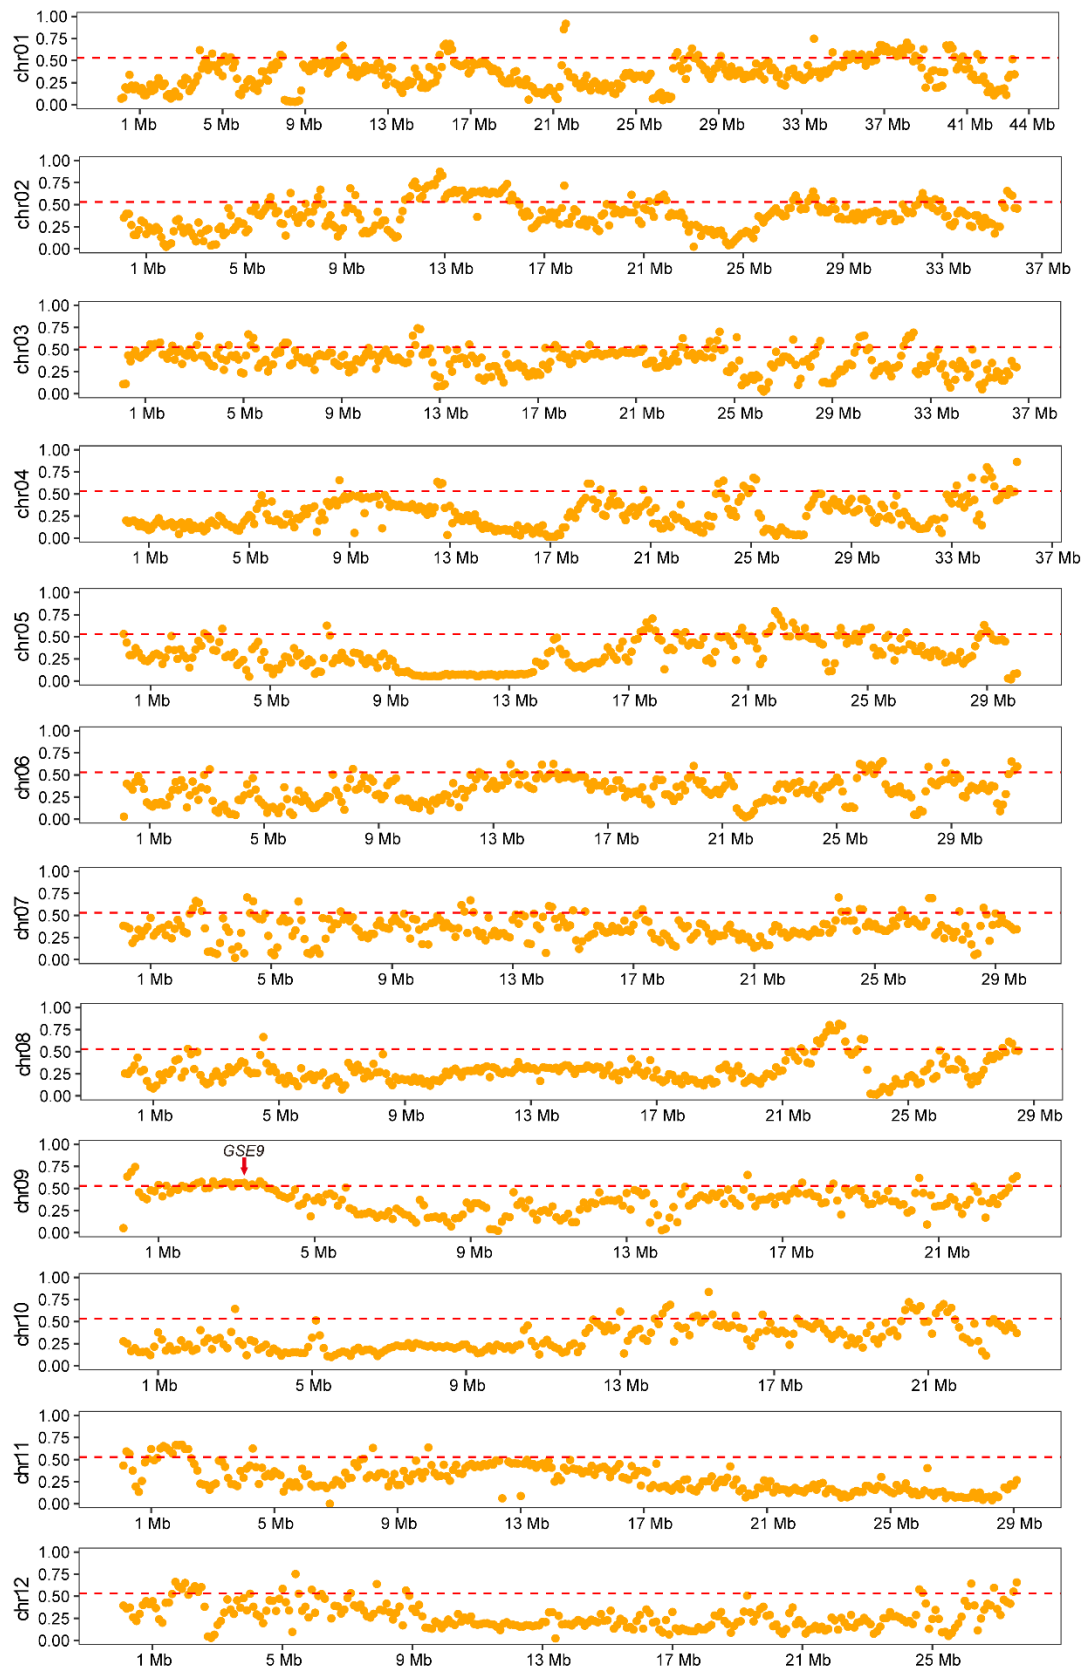

Supplementary Fig. 18. Plots of the population-differentiation statistic (F_{ST}) between *indica* and *japonica* across 12 rice chromosomes. The F_{ST} was estimated in each 100-kb window and the horizontal line indicates the threshold value of top 10% of F_{ST} at the whole-genome level between *indica* and *japonica*. Source data are provided as a Source Data file.

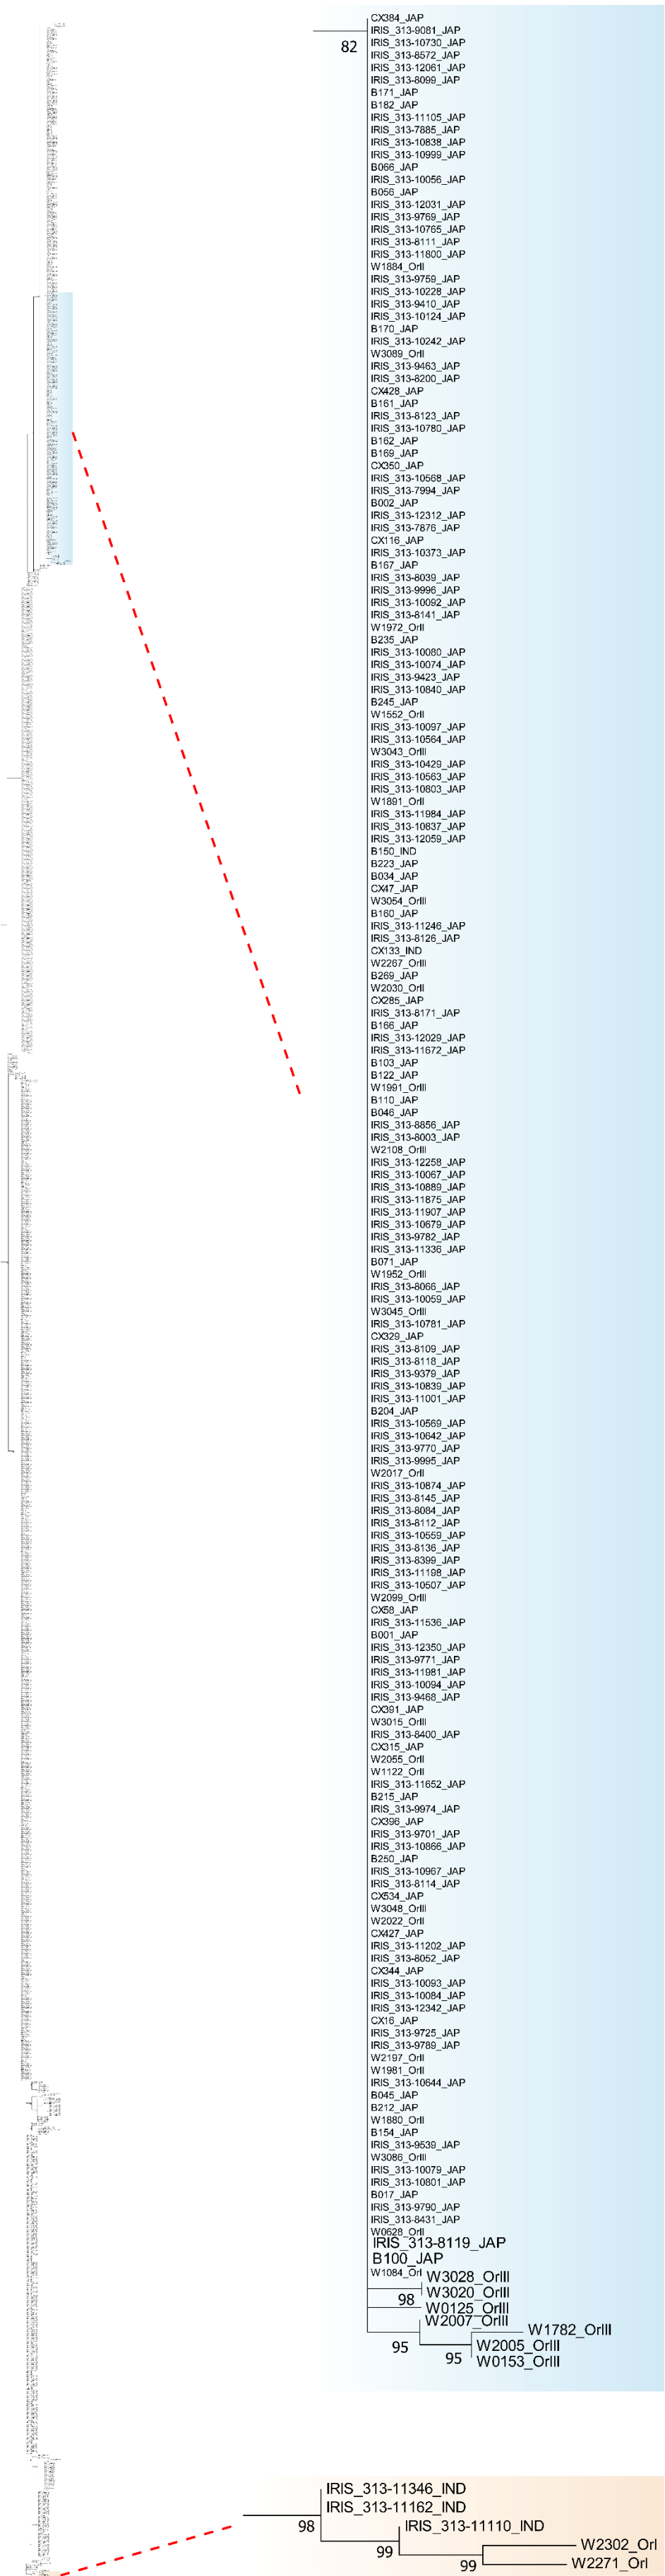

Supplementary Fig. 19. A traditional rectangular phylogenetic tree with bootstrap supporting values generated from the full-length cDNA sequence of *GSE9* in both cultivated rice and various groups of common wild rice varieties. The right-hand images show magnified views of the left boxed region.

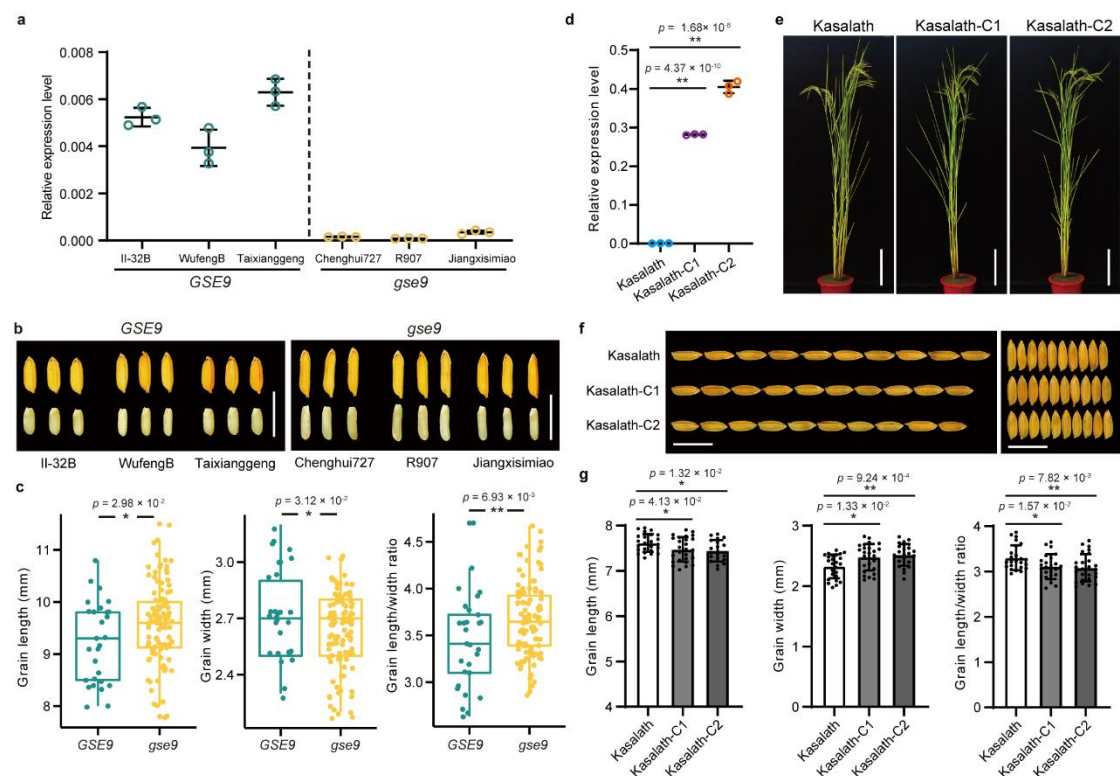

Supplementary Fig. 20. Natural variation and introgression of *GSE9* gene have effects on grain shape of rice. (a) Expression levels of *GSE9* gene in *GSE9* and *gse9* types of selected *indica* varieties determined by qRT-PCR analysis. (b) The phenotype of grain shape in *GSE9* and *gse9* types of the selected *indica* varieties. (c) Comparison of grain length, grain width, and grain length/width ratios between 29 *GSE9* and 102 *gse9* types of the *indica* varieties. In each box plot of c, the center line indicates the median, the edges of the box represent the first and third quartiles, and the whiskers extend to span a 1.5 interquartile range from the edges. (d) qRT-PCR analysis of the *GSE9* transcript levels in the Kasalath and *GSE9*-complementary lines. (e) Plant morphology of Kasalath and *GSE9*-complementary lines at the mature stage. (f) Comparison of grain shape between Kasalath and *GSE9*-complementary lines. The awn of grains was removed. (g) Statistical analysis of grain length, grain width, and grain length/width ratio between Kasalath and *GSE9*-complementary lines. The expression level of *OsActin* was used as a control. Data show means $\pm$ SD ($n = 3$ biological replicates in a and d; $n = 24/26/19$, $25/6/25$, $24/24/26$ biological replicates in g). Scale bar, 1 cm in b and f; 20 cm in e. Statistical analysis was performed by two-tailed Student's *t*-test (**, $p < 0.01$; *, $p < 0.05$). Source data are provided as a Source Data file.

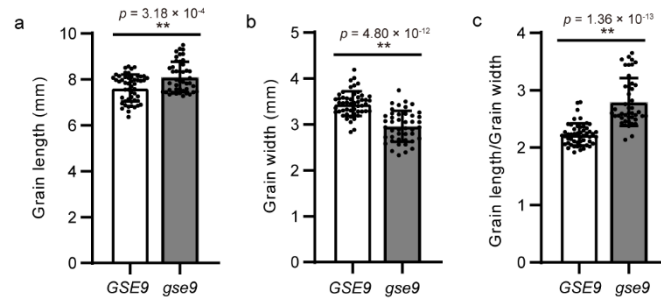

Supplementary Fig. 21. Comparison of grain shape between *Oryza rufipogon* with the *GSE9* type and *gse9* type. Statistical analysis of grain length (a), grain width (b), and grain length/width ratio (c). Data show means $\pm$ SD ($n = 51$ in the *GSE9* type; $n = 44$ in the *gse9* type). Statistical analysis was performed by two-tailed Student's *t*-test (**, $p < 0.01$). Source data are provided as a Source Data file.

Supplementary Table 1. Annotation of candidate genes anchored by the leading SNP on Chromosome 9 (± 110 kb range) associated with the grain shape.

**Locus**	**ID**	**Location**	**Description**
LOC_Os09g06464	I	chr09: 3048020..3064571	CCT/B-box zinc finger protein,
LOC_Os09g06499	II	chr09: 3073884..3092870	sulfate transporter 4 (SULTR4)
LOC_Os09g06520	III	chr09: 3096690..3100658	expressed protein
LOC_Os09g06530	IV	chr09: 3104108..3105511	expressed protein
LOC_Os09g06560	V	chr09: 3118920..3125244	chromosome transmission fidelity protein 4 (WDHD1, CTF4)
LOC_Os09g06570	VI	chr09: 3126602..3127160	expressed protein
LOC_Os09g06620	VII	chr09: 3139076..3140371	F-box domain containing protein
LOC_Os09g06660	VIII	chr09: 3163690..3164915	expressed protein
LOC_Os09g06670	IX	chr09: 3166948..3167453	expressed protein
LOC_Os09g06680	X	chr09: 3168154..3171995	G-beta repeat domain containing protein
LOC_Os09g06690	XI	chr09: 3180559..3180768	expressed protein
LOC_Os09g06719	XII	chr09: 3196606..3197534	expressed protein
LOC_Os09g06740	XIII	chr09: 3205933..3207190	zinc finger, C3HC4 type domain containing protein
LOC_Os09g06750	XIV	chr09: 3208362..3209057	expressed protein
LOC_Os09g06770	XV	chr09: 3236285.. 3237000	RING finger protein

Supplementary Table 2. Agronomic traits of *GSE9* knockout lines in the Zhonghua11 background.

Traits	ZH11	ZH11-Cas9-1	ZH11-Cas9-2
Plant height (cm)	97.44±1.85	97.65±1.46 (NS, $p = 0.72$)	96.88±1.77 (NS, $p = 0.37$)
Flag leaf length (cm)	26.54±2.05	26.45±2.40 (NS, $p = 0.90$)	26.58±2.63 (NS, $p = 0.97$)
Flag leaf width (cm)	1.49±0.05	1.49±0.05 (NS, $p = 0.99$)	1.50±0.04 (NS, $p = 0.72$)
Panicle numbers per plant	10.28±1.13	10.24±1.25 (NS, $p = 0.92$)	10.00±1.37 (NS, $p = 0.52$)
Panicle length (cm)	20.58±0.63	20.57±0.88 (NS, $p = 0.98$)	20.71±0.73 (NS, $p = 0.56$)
Primary branches per panicle	10.94±0.94	10.64±0.99 (NS, $p = 0.37$)	10.41±0.71 (NS, $p = 0.07$)
Secondary branches per panicle	35.00±2.33	35.88±1.69 (NS, $p = 0.21$)	35.71±1.69 (NS, $p = 0.31$)
Grain numbers per main panicle	159.61±19.04	158.29±15.18 (NS, $p = 0.82$)	159.71±15.13 (NS, $p = 0.99$)
Grain length (mm)	7.48±0.08	7.89±0.06 (**, $p = 1.00 \times 10^{-19}$)	7.82±0.07 (**, $p = 1.04 \times 10^{-15}$)
Grain width (mm)	3.36±0.04	3.28±0.03 (**, $p = 3.96 \times 10^{-8}$)	3.21±0.03 (**, $p = 1.97 \times 10^{-13}$)
Grain length/Grain width	2.23±0.05	2.41±0.02 (**, $p = 2.83 \times 10^{-21}$)	2.44±0.02 (**, $p = 1.40 \times 10^{-21}$)
Grain thickness (mm)	2.26±0.04	2.17±0.04 (**, $p = 2.53 \times 10^{-8}$)	2.17±0.03 (**, $p = 1.58 \times 10^{-9}$)
1,000-grain weight (g)	23.66±0.56	22.01±0.72 (**, $p = 3.86 \times 10^{-9}$)	21.95±0.61 (**, $p = 5.36 \times 10^{-10}$)
Grain yield per plant (g)	25.76±2.07	23.14±2.08 (**, $p = 4.88 \times 10^{-4}$)	22.35±2.08 (**, $p = 6.45 \times 10^{-6}$)
Seed setting rate per plant (%)	93.98±1.62	93.11±1.48 (NS, $p = 0.11$)	93.55±1.05 (NS, $p = 0.37$)

Note: Significant differences were determined by two-tailed Student's *t*-tests (NS, not significant; **, $p < 0.01$). Source data are provided as a Source Data file.

Supplementary Table 3. Agronomic traits of *GSE9* knockout lines in the Nipponbare background.

Traits	NIP	NIP-Cas9-1	NIP-Cas9-2
Plant height (cm)	75.05±1.72	75.47±2.35 (NS, $p = 0.53$)	75.35±2.14 (NS, $p = 0.64$)
Flag leaf length (cm)	24.66±1.84	24.37±1.99 (NS, $p = 0.65$)	25.03±1.59 (NS, $p = 0.53$)
Flag leaf width (cm)	1.38±0.08	1.39±0.08 (NS, $p = 0.59$)	1.41±0.07 (NS, $p = 0.29$)
Panicle numbers per plant	11.45±1.79	11.65±1.46 (NS, $p = 0.72$)	11.63±0.96 (NS, $p = 0.73$)
Panicle length (cm)	19.02±1.15	19.27±1.33 (NS, $p = 0.54$)	19.23±1.09 (NS, $p = 0.57$)
Primary branches per panicle	8.84±0.76	8.60±0.68 (NS, $p = 0.30$)	8.59±0.71 (NS, $p = 0.31$)
Secondary branches per panicle	19.26±1.41	20.05±2.61 (NS, $p = 0.09$)	19.88±1.36 (NS, $p = 0.19$)
Grain numbers per main panicle	121.00±5.23	120.55±5.71 (NS, $p = 0.74$)	119.59±8.02 (NS, $p = 0.88$)
Grain length (mm)	7.47±0.05	7.90±0.08 (**, $p = 8.01 \times 10^{-22}$)	7.72±0.10 (**, $p = 8.12 \times 10^{-12}$)
Grain width (mm)	3.27±0.02	3.20±0.05 (**, $p = 6.56 \times 10^{-7}$)	3.20±0.04 (**, $p = 1.11 \times 10^{-7}$)
Grain length/Grain width	2.28±0.04	2.47±0.04 (**, $p = 4.94 \times 10^{-21}$)	2.42±0.05 (**, $p = 1.85 \times 10^{-13}$)
Grain thickness (mm)	2.24±0.02	2.21±0.02 (**, $p = 5.11 \times 10^{-4}$)	2.20±0.02 (**, $p = 6.83 \times 10^{-4}$)
1,000-grain weight (g)	24.40±0.62	22.91±0.75 (**, $p = 3.87 \times 10^{-8}$)	22.77±0.70 (**, $p = 5.39 \times 10^{-9}$)
Grain yield per plant (g)	24.86±1.56	22.70±1.26 (**, $p = 2.40 \times 10^{-5}$)	22.45±1.23 (**, $p = 7.39 \times 10^{-6}$)
Seed setting rate per plant (%)	89.67±1.92	89.50±2.38 (NS, $p = 0.81$)	89.89±1.77 (NS, $p = 0.72$)

Note: Significant differences were determined by two-tailed Student's *t*-tests (NS, not significant; **, $p < 0.01$). Source data are provided as a Source Data file.

Supplementary Table 4. Summary of *Ka* and *Ks* analysis of the reading frames between *Oryza* species with or without the start codon of *GSE9*.

**Species pair (<i>GSE9/gse9</i>)**	**<i>Ka</i>**	**<i>Ks</i>**	**<i>Ka/Ks</i>**
W3074 (Or-III)/W2302 (Or-I)	0.0131	0.0224	0.5861
W3074 (Or-III)/W2271 (Or-I)	0.0131	0.0111	1.1810
W3074 (Or-III)/ <i>O. barthi</i>	0.0131	0.0224	0.5861
W3074 (Or-III)/ <i>O. longistaminata</i>	0.0537	0.0826	0.6503
W3020 (Or-III)/W2302 (Or-I)	0.0131	0.0111	1.1810
W3020 (Or-III)/W2271 (Or-I)	0.0131	0.0224	0.5861
W3020 (Or-III)/ <i>O. barthi</i>	0.0131	0.0111	1.1810
W3020 (Or-III)/ <i>O. longistaminata</i>	0.0537	0.0702	0.7649

Note: Based on coding sequences of *GSE9* type and the orthologous non-coding sequence of *gse9* type. *Ka*, nucleotide divergence at nonsynonymous sites; *Ks*, nucleotide divergence at synonymous sites.

Supplementary Table 5. The statistical test for the estimated parameters of genetic differentiation between *japonica* and *indica* for *GSE9* locus and its flanking genomic regions.

Parameters	<i>GSE9</i> locus	<i>GSE9</i> flanking regions	<i>P</i> value
Haplotype F_{ST}	0.36	0.12	1.80×10^{-11}
Nucleotide F_{ST}	0.86	0.71	3.03×10^{-5}
Nei's G_{ST}	0.22	0.07	2.91×10^{-12}
Hudson's G_{ST}	0.20	0.06	3.92×10^{-12}
Hudson's H_{ST}	0.20	0.06	3.93×10^{-12}

Note: Statistical analysis was performed by two-tailed one sample *t*-test.

Supplementary Table 6. The statistical test for the relative ratio of nucleotide diversity of cultivated rice to common wild rice between *GSE9* locus and its flanking genomic regions.

π ratio	<i>GSE9</i> locus	<i>GSE9</i> flanking regions	<i>P</i> value
<i>Oryza sativa japonica/Oryza rufipogon</i>	0.0558	0.1503	1.17×10^{-19}
<i>Oryza sativa indica/Oryza rufipogon</i>	0.7686	0.6381	1.00×10^{-10}

Note: Statistical analysis was performed by two-tailed one sample *t*-test.

Supplementary Table 7. Agronomic traits of *GSE9*-complementary lines in the Kasalath background.

Traits	Kasalath	Kasalath-C1	Kasalath-C2
Plant height (cm)	132.52±3.21	132.77±3.32 (NS, $p = 0.83$)	133.20±2.90 (NS, $p = 0.54$)
Panicle length (cm)	24.09±1.03	24.55±1.27 (NS, $p = 0.24$)	24.64±1.06 (NS, $p = 0.13$)
Number of productive tillers per plant	10.27±1.83	10.13±1.71 (NS, $p = 0.83$)	10.43±2.10 (NS, $p = 0.83$)
Flag leaf length (cm)	32.53±4.55	34.78±5.01 (NS, $p = 0.17$)	32.68±3.74 (NS, $p = 0.92$)
Flag leaf width (cm)	1.37±0.06	1.34±0.05 (NS, $p = 0.12$)	1.33±0.07 (NS, $p = 0.19$)
Primary branches per panicle	9.40±0.91	9.53±0.99 (NS, $p = 0.70$)	9.47±0.99 (NS, $p = 0.85$)
Secondary branches per panicle	34.40±4.97	34.73±6.01 (NS, $p = 0.87$)	33.47±4.72 (NS, $p = 0.60$)
Grain numbers per panicle	160.80±13.42	163.60±16.21 (NS, $p = 0.61$)	161.0±14.14 (NS, $p = 0.97$)
Grain length (mm)	7.62±0.20	7.47±0.27 (*, $p = 4.21 \times 10^{-2}$)	7.44±0.24 (*, $p = 1.33 \times 10^{-2}$)
Grain width (mm)	2.33±0.20	2.48±0.22 (*, $p = 1.37 \times 10^{-2}$)	2.52±0.18 (**, $p = 8.95 \times 10^{-3}$)
Grain length/width ratio	3.31±0.27	3.11±0.27 (*, $p = 1.57 \times 10^{-2}$)	3.08±0.30 (**, $p = 7.51 \times 10^{-3}$)
1,000-grain weight (g)	15.93±0.90	15.91±0.74 (NS, $p = 0.96$)	15.89±1.05 (NS, $p = 0.93$)

Note: Significant differences were determined by two-tailed Student's *t*-tests (NS, not significant; **, $p < 0.01$; *, $p < 0.05$). Source data are provided as a Source Data file.

# Supplementary material for: A de novo evolved gene contributes to rice grain shape difference between indica and japonica
**Source:** Nat Commun. 2023 Sep 22;14:5906. doi: 10.1038/s41467-023-41669-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary files

Supplementary Data 1. List of 131 *indica* varieties and 158 *japonica* varieties used in GWAS analysis.

Supplementary Data 2. The expression levels of major regulators of grain shape in young panicle of the wild-type and *GSE9* transgenic plants using the RNA-seq data.

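Supplementary Data 2 gives means and SDs of FPKM over the 3 libraries of each genotype. *OsSPL13*, *OsSPL16* and *OsSPL18* of its transcription factor genes belong to the SPL family, which binds squamosa promoter elements. *OsSPL16* (Os08g0531600), which promotes cell division and grain width, was at 39.0 ± 3.76 FPKM (SD, n = 3) in ZH11-Cas9-1, 24.8 ± 3.69 FPKM (SD, n = 3) in ZH11 and 21.2 ± 2.26 FPKM (SD, n = 3) in ZH11-OE-1. Its log2 fold change was 0.64 in ZH11-Cas9-1 vs ZH11 (SE 0.12, adjusted p = 0.0143 from limma) and -0.21 in ZH11-OE-1 vs ZH11 (SE 0.12, adjusted p = 0.270 from limma). *OsSPL18* (Os09g0507100) was at 42.1 ± 2.99, 32.0 ± 4.29 and 24.9 ± 1.46 FPKM (SD, n = 3 in each group) in the same order. Its log2 fold change was 0.39 in ZH11-Cas9-1 vs ZH11 (SE 0.11, adjusted p = 0.0489 from limma) and -0.34 in ZH11-OE-1 vs ZH11 (SE 0.11, adjusted p = 0.0592 from limma). The call of *OsSPL16* was lost in limma fits without ZH11 replicate 3 or ZH11-Cas9-1 replicate 2 (adjusted p up to 0.0707). That of *OsSPL18* was lost in 10 of 15 alternative settings (adjusted p up to 0.181 from limma). Among them were a replicate block over all 9 libraries (0.0586) and the fits without ZH11 replicate 1 or 3 or without any 1 of the ZH11-Cas9-1 libraries. The call of *OsSPL18* was kept with the block in a fit of only ZH11 and ZH11-Cas9-1, chosen after seeing the data.
Between ZH11-OE-1 and ZH11-Cas9-1 themselves, 10 of the 52 tested genes were higher and 11 lower in ZH11-OE-1 (11 and 14 when adjusted over the list alone). In the transcriptional regulatory pathway, 6 were lower and 1 higher, with log2 fold changes of -2.61 for *OsSPL13*, -0.85 for *OsSPL16* and -0.73 for *OsSPL18* (adjusted p = 5.42e-05, 0.00176 and 0.00194 from limma). In the ubiquitin-proteasome pathway, 4 of 6 genes were higher in ZH11-OE-1 and 1 was lower, and *OsHRZ2* was at 27.9 ± 2.11 FPKM (SD, n = 3) in ZH11-OE-1 against 16.1 ± 1.65 FPKM (SD, n = 3) in ZH11-Cas9-1 (adjusted p = 0.00702 from limma). *OsBZR1*, a transcription factor of brassinosteroid signaling, had a log2 fold change of -0.68 (SE 0.14, adjusted p = 0.00759 from limma). The row with the values listed as *OsMKKK10* (Os06g0154500) had one of 0.49 (SE 0.07, adjusted p = 0.00224 from limma).

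**Figure D3:**
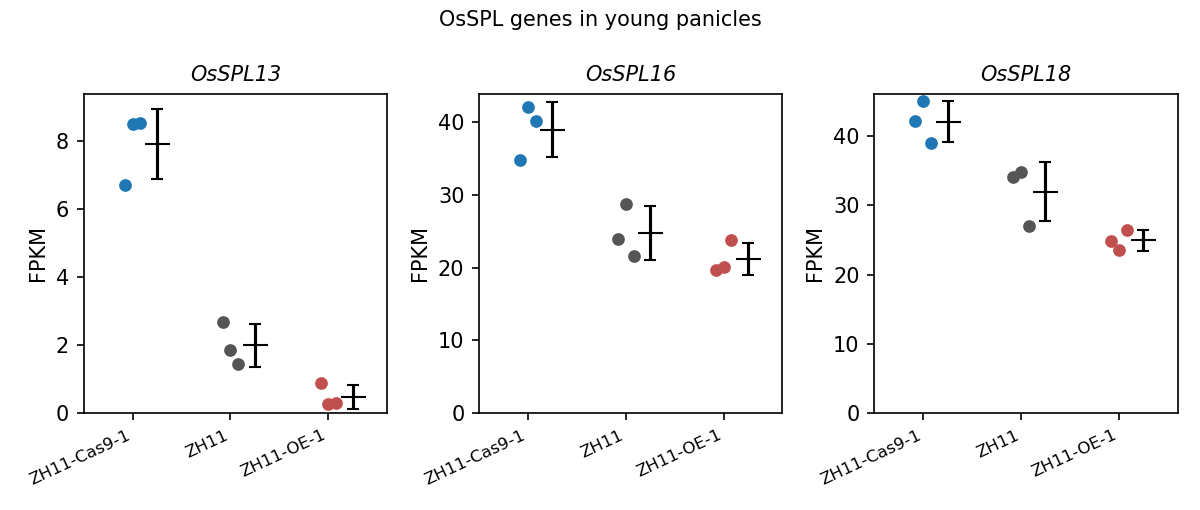
FPKM of *OsSPL13*, *OsSPL16* and *OsSPL18* on the vertical axes in each library of ZH11-Cas9-1, ZH11 and ZH11-OE-1. Each dot is 1 of 3 libraries, and the bars beside the dots are the mean and SD. The mean of *OsSPL16* is 39.0, 24.8 and 21.2 FPKM and that of *OsSPL18* is 42.1, 32.0 and 24.9 FPKM in this order.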

Note: Different letters indicate statistically significant differences at $P < 0.05$ by one-way ANOVA test.

Supplementary Data 3. Information for accessions, database sources and start codon locus of *GSE9* in various *Oryza* groups.

Supplementary Data 4. List of primers used in this study.

# Supplementary material for: A de novo evolved gene contributes to rice grain shape difference between indica and japonica
**Source:** Nat Commun. 2023 Sep 22;14:5906. doi: 10.1038/s41467-023-41669-w
**Supplement:** Supplementary file 8 — Reporting Summary

Last updated by author(s): Sep 6, 2023

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The SNP data of 289 rice natural population accessions, including japonica (PMID: 34615543) and new re-sequencing indica varieties, were used in this study.
The sequencing data for RNA-seq of 3 independent rice samples were generated from the Illumina NovaSeq 6000 system.
The untargeted metabolite profiling of 6 independent rice samples was performed using liquid chromatography-mass spectrometry (LC-MS) platform.

Data analysis

GWAS analysis:
A total of 2,269,131 SNPs were used for association analysis with a minor allele frequency (MAF) of > 0.01 and missing rate $< 20\%$. GWAS was performed based on the general linear model in tassel v5.2.4.
RNA-seq analysis:
The high-quality sequencing reads were mapped to the rice reference genome with HISAT2 v2.2.1. The read numbers mapped to each gene was calculated using featureCounts v2.0.1. The different expression gene analysis was analyzed by DESeq2 v1.36.0.
Metabolite profiling analysis:
Peak identification and metabolite identification were performed using the XCMS software v3.12.0. The Variable Importance for the Projection (VIP) was calculated by the orthogonal partial least squares discriminant analysis (OPLS-DA). VIP > 1 and P value < 0.05 were used as the criteria to determine the differential metabolites.
Population genetic and evolutionary analyses:
The geographical information of cultivated groups was obtained from RFGB, and marked on map using Cartopy package v0.20.0 in Python v3.6.0 software.
The genetic difference parameters were estimated using PopGenome package v2.1.6 in R v4.1.2 software within 5-kb sliding windows between japonica and indica groups.

The average FST values in each 100-kb window were also estimated at the whole-genome level between indica and japonica subspecies using VCFtools v0.1.16.
 The nucleotide diversity (π) and Neutral test (Tajima's D) of each population were calculated in 50-kb windows using VCFtools v0.1.16.
 The phylogenetic tree was constructed using a maximum likelihood (ML) method by IQ-TREE v.2.1.2.
 The haplotype network was calculated using pegas package v1.2 in R v4.1.2 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Gene resequencing data are available in the European Variation Archive (EVA) at EMBL-EBI under accession number PRJEB65579 (<https://www.ebi.ac.uk/eva/?eva-study=PRJEB65579>).

RNA-seq data generated as part of the study have been deposited to the NCBI GEO database under the BioProject accession GSE218565 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218565>).

The full-length cDNA of GSE9 sequence confirmed by RACE is available through NCBI GenBank with accession number OR050540.1 (<https://www.ncbi.nlm.nih.gov/nuccore/OR050540>).

The genomic sequences of GSE9 in 1697 cultivated rice varieties were downloaded from the Rice Functional Genomics and Breeding Database (RFGDB) (<http://www.rmbreeding.cn/>).

The genomic sequences of GSE9 in wild rice accessions were downloaded from OryzaGenome (<http://viewer.shigen.info/oryzagenome2detail/index.xhtml>) or Gramene (<https://www.gramene.org/>).

The A/G variations in GSE9 start codon site of 192 O. sativa, 19 O. rufipogon and 8 O. barthii accessions were obtained from the Rice Super Pan-genome Information Resource Database (RiceSuperPIRdb) (<http://www.ricesuperpir.com/>).

The DNA methylation levels in the genomic region of GSE9 were obtained from RiceENCODE (<http://glab.hzau.edu.cn/RiceENCODE/>).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	None.
Population characteristics	None.
Recruitment	None.
Ethics oversight	None. No human participants used in this research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For the phenotype statistic for the transgenic lines, at least 15 samples were investigated in field for the students' t test analysis to determine the phenotype traits (PMID: 35189026). For the Histological and cellular analysis, at least 5 samples were observed (PMID: 35189026). For the expression level quantification of genes, 3 biological replicates were performed for each sample (PMID: 35189026). For RNA-seq analysis, about 200 mg of young panicles were collected from the transgenic lines and wild-type plant, and 3 independent repeats of each sample (PMID: 35189026, 36307423). For metabolite profiling analysis, metabolites were extracted from young panicles with six biological replicates (PMID: 30144334). For the students' t test, at least 3 independent samples were required, so the number of samples were selected more than 3. No statistical methods were used to predetermine sample sizes. The sample size was determined according to the reports in the related research subjects, e.g., PMID: 35189026, 36307423, 30144334, etc.

Data exclusions	No data were excluded from our analysis.
Replication	At least 3 replicates were used for each experiment.
Randomization	All samples were arranged randomly into experimental groups.
Blinding	The experiments were used to compare the phenotype traits between transgenic lines and wild-type plants, therefore, blinding is not relevant to this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-6x His antibody (Sigma-Aldrich, Cat. # SAB2702220, Clone No. GT161, dilution 1:8000)<br>Goat Anti-Mouse IgG-HPR secondary antibody (CWBIO, Cat. # CW0102S, dilution 1:10000)
Validation	The Anti-6x His antibody validation could be found in the website: https://www.sigmaaldrich.cn/CN/zh/product/sigma/sab2702220<br>The Goat Anti-Mouse IgG-HPR secondary antibody validation could be found in the website: https://www.cwbio.com/goods/index/id/10118

How the deposited data were processed for this re-analysis (not part of the article)

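Transcript levels were measured by RNA-seq in young panicles of ZH11, ZH11-OE-1 and ZH11-Cas9-1, with 3 libraries per genotype that the Reporting Summary describes as independent repeats. All 9 libraries were mapped to their genotype and replicate number from the sample labels, and no column of the table was left unused. The FPKM values were computed by the authors before they were deposited, from reads mapped with HISAT2 to IRGSP-1.0 and counted per gene with featureCounts. Whether the counting used the strand of the reads is not given in the sources used here, so genes that overlap an antisense gene, or share reads with a paralog, are uncertain. The authors' DESeq2 step on read counts was not repeated, because FPKM are not counts.

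FPKM were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (a mean per group, a moderated spread with a trend on mean expression, two-sided). Genes with a mean of at least 1 FPKM over the 9 libraries were kept, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. A gene counted as changed in opposite directions when it passed in both comparisons with ZH11 with opposite signs. Tables were joined with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The comparisons, the tests, the lists and the alternatives were fixed before the data were examined, except where a choice is said to have been made after seeing the data. The alternatives were a pseudocount of 0.1, no filter, a minimum mean of 5 FPKM, median-of-ratios rescaling, quantile normalization, a fit of only the 2 groups compared, a replicate block, no trend, a minimum absolute log2 fold change of 1, and each library left out in turn.

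Read totals were not used here. Relative depth was estimated from the ratios of values under 1 FPKM between libraries, which step by whole reads, and ran from 0.931 in ZH11-Cas9-1 replicate 3 to 1.07 in ZH11-OE-1 replicate 3, relative to ZH11 replicate 1. The 10 highest genes took 4.04 to 4.94 percent of the FPKM of a library in ZH11, 3.59 to 4.14 percent in ZH11-OE-1 and 4.64 to 5.32 percent in ZH11-Cas9-1. No pair of libraries held an identical value above 0 for any gene.

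The table names genes by identifiers only, and 1 of the 39387 rows of the reference table of gene names carries an identifier of the table. The genes to be named were those of Fig. 3l, the Supplementary Data 2 genes that pass in a comparison with ZH11, and the genes with the largest changes on the log2(FPKM + 1) scale, of which at most 2 per direction and comparison without a name are printed. Those of ZH11-OE-1 vs ZH11-Cas9-1 are not printed. The rule ties a gene of the study to a row when its printed values equal those of that row and of no other, and these printed values had been seen before the rule was written. *MCM4* departs from this rule, since it was tied to its row with 4 of its 6 printed values equal, a choice made after seeing the data. *OsBZR1*, which passed only between ZH11-OE-1 and ZH11-Cas9-1, falls outside this rule and was chosen after its values were seen. Members of the gene lists are not named, and lists defined by words of gene descriptions could not be applied because no descriptions were used here.

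The replicate numbers were checked for pairing by the correlation across genes of the deviations of libraries from their group means. For ZH11 and ZH11-Cas9-1, the same-numbered libraries had r between 0.234 and 0.316, and the highest r of other pairs was -0.0218. The numbers were therefore taken to pair these 2 groups, as a working choice. Deviations cancel within a group, so the low r of the other pairs is no separate evidence. Groups this small can match by chance: ZH11 replicate 2 and ZH11-OE-1 replicate 3, with different numbers, had an r of 0.274. A true pairing is therefore not shown. For ZH11 and ZH11-OE-1 the same-numbered libraries had r between -0.279 and 0.0234, and for ZH11-OE-1 and ZH11-Cas9-1 between -0.0649 and 0.0147, so no pairing was taken there. The paper's text does not name a shared batch or day.

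Gene lists were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over the 3 lists that had at least 3 tested members. Their identifiers were written from background knowledge before the data were examined, and no table used here pairs them with names, so results are given for whole lists. The limma step was tested on simulated data for ZH11-OE-1 vs ZH11 over 21780 genes, of which 200 were changed. Fewer changed genes than were called in the data make the adjustment stricter in this test. It recovered 91 percent of genes changed by a log2 fold of 1, with 7 false calls, and 0.5 percent of genes changed by a log2 fold of 0.5, with 0 false calls. For other splits of the libraries, the 10 splits of 3 against 3 were enumerated for each pair of groups, and 100 regroupings of the 9 libraries, the real one included, were used for results that need all 3 groups.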

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

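The tests of shared chance values and of a background shared by both transgenic lines, and the count of listed genes among those with a shared change, were chosen after the results were seen. In both ZH11-OE-1 and ZH11-Cas9-1, 586 genes differed from ZH11 in the same direction, a count that the paper does not report, among them *OsGASR9* of Supplementary Data 2. Chance values of the ZH11 libraries that both comparisons share are argued against as the whole explanation, since an adjusted p of 0.05 allows on average 93.6 false calls in the shorter list. This limit leaves out false calls in the longer list, and it can be exceeded where genes vary together. It therefore does not give the number of genes that such chance values account for. A difference in stage between the panicles of ZH11 and of both lines stays open: along the main axis on which libraries of 1 group differ, which holds 28.5 percent of the within-group variance, the loadings of these genes had a Pearson correlation of 0.297 with their shared change, between the bounds of 0.2 and 0.5 set for this test, whereas over all tested genes the correlation was -0.176, of the other sign. Of the 17 tapetum and anther wall genes, which are expressed at certain stages of the anther, 7 are among the genes higher in both lines, although this list did not pass with an estimated correlation in either line (adjusted p = 0.276 and 0.409 from limma), and 0 of the meiosis and floral organ identity genes tested are among the 586. A background or transformation history that both lines share and ZH11 lacks also stays open. In its test, 6 genes were under 1 FPKM in each ZH11 library and at least 10 FPKM in each library of both lines. The same contrast held for 0 genes in ZH11-OE-1 alone and 2 in ZH11-Cas9-1 alone. Such genes are themselves a shared change, which another cause could also give, so the count does not tell these causes apart. An effect of the transgenes themselves in both lines was not tested.

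These 6 genes stood out because they were under 1 FPKM in ZH11, and no source used here ties them to a gene that the paper names. The ratio of their level in ZH11-Cas9-1 to that in ZH11-OE-1 had a median of 1.51, and 5 of the 6 were higher in each ZH11-Cas9-1 library than in each ZH11-OE-1 library.

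Os09g0242600, with a mean of 1973 FPKM in ZH11-OE-1, and Os03g0115800, with a mean of 313.6 FPKM in ZH11-Cas9-1, stood out because they were far above their levels in ZH11. No source used here ties either to a gene that the paper names, so whether the paper discusses them under a name is not known. The prefix of Os09g0242600 is that of the *GSE9* locus in the paper, and ZH11-OE-1 overexpresses *GSE9*. Whether Os09g0242600 is *GSE9* was not tested. Os03g0115800 was at 0.0307 ± 0.0265 FPKM (SD, n = 3) in ZH11 and between 2.53 and 85.9 FPKM in the ZH11-OE-1 libraries.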

How the results depend on the processing

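With a minimum absolute log2 fold change of 1, the counts of changed genes were 586 in ZH11-OE-1 vs ZH11, 347 in ZH11-Cas9-1 vs ZH11 and 571 in ZH11-OE-1 vs ZH11-Cas9-1, fewer by construction. With no filter, the count in ZH11-Cas9-1 vs ZH11 was 1202 and that of opposite changes 39, and with only the 2 groups compared they were 960 and 44; the cause was not tested. With a minimum mean of 5 FPKM, 0 grain shape genes of Supplementary Data 2 had opposite changes in limma, because *OsSPL13* was then not tested, and *MCM4* was not tested either. The other alternatives set before the data were examined, apart from those without 1 library, kept these counts of genes within 1.5 times. The gene list tests that passed numbered 2, 1 and 1 in ZH11-OE-1 vs ZH11, ZH11-Cas9-1 vs ZH11 and ZH11-OE-1 vs ZH11-Cas9-1, and 0, 0 and 0 with an estimated correlation, which allows for genes of a list varying together. They were also run with the replicate block and with quantile normalization, which gave 2, 1 and 1 again, and under no other alternative. Without 1 library, the counts ran from 1090 to 3235 in ZH11-OE-1 vs ZH11, from 417 to 1993 in ZH11-Cas9-1 vs ZH11 and from 2336 to 4915 in ZH11-OE-1 vs ZH11-Cas9-1, with opposite changes from 19 to 73, and the opposite change of *OsSPL13* was kept throughout. Over the 400 values of called grain shape genes, *MCM4*, *OsSPL16*, *OsSPL18* and unnamed identifiers under the alternatives, 328 stayed on the same side of the threshold, 71 missed it, 1 newly passed it and 0 reversed.

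With a replicate block, the counts were 3180, 1807 and 5379, with 103 opposite changes, and of the 16 calls of grain shape genes against ZH11, those of *RGB1* and *OsSPL18* in ZH11-Cas9-1 were lost and no other. *GW2*, *OsRac1* and *GW6* in ZH11-OE-1 and *OsARF4* in ZH11-Cas9-1 passed with the block and not without it. A fit of only ZH11 and ZH11-Cas9-1 with the block, chosen after seeing the data, called 2705 genes. Of the grain shape calls in ZH11-Cas9-1, it lost that of *RGB1* alone and kept that of *OsSPL18*. In the pairs of groups with ZH11-OE-1, where the numbers were not taken to pair the libraries, not every library correlated best with its own number.

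The alternatives for the cell expansion genes of Fig. 3l and for the level of *GSE9* were not run, since their rows are not named. The relative depth of the libraries differed by up to 1.15 times. In the simulated data, changes of 0.5 on the log2 scale were mostly missed, but only 200 of 21780 genes were changed there, which makes the adjustment stricter than where 2999 genes were called. A gene that did not pass is not shown to be unchanged.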

Differences from the paper's values

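For each of the 174 mean FPKM compared with the paper's Supplementary Data 2, the values were within the spread of replicates, but the rows had been found by these values, so this is no independent check.

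The paper states that none of the grain shape genes changed significantly in opposite directions in the comparisons of both lines with ZH11. Of the 52 genes tested here with limma on log2(FPKM + 1), 1 did, whereas the paper's letters come from one-way ANOVA. This was *OsSPL13*, with log2 fold changes of -1.02 in ZH11-OE-1 and 1.59 in ZH11-Cas9-1 (adjusted p = 0.0112 and 0.00244 from limma), whereas the letters printed in the paper's Supplementary Data 2 separate ZH11-Cas9-1 from ZH11 but not ZH11-OE-1 from ZH11. With a minimum mean of 5 FPKM, a setting fixed before the data were examined, *OsSPL13* is not tested and 0 genes have opposite changes. How far the difference from the paper comes from the test or its scale was not tested.

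Among the tested genes, the paper's letters separate ZH11-OE-1 from ZH11 for 13 genes, of which 7 were called here and 6 were not, and *OsSPL13* was called here only. The paper's letters separate ZH11-Cas9-1 from ZH11 for 13 genes, of which 8 were called here and 5 were not. Of the 6 genes not called in ZH11-OE-1, *GW2* passed with a minimum mean of 5 FPKM, median-of-ratios rescaling, quantile normalization and the replicate block, *RGB1* with the first 3 of these, *SLG* with median-of-ratios rescaling and without ZH11 replicate 2, and *HDR3* without ZH11 replicate 3, while *GS5* and *OsSNB* passed in 0 of the settings. Of the 5 not called in ZH11-Cas9-1, *SG2* passed with median-of-ratios rescaling and without ZH11 replicate 2, *OsIAA3* with quantile normalization, *OsARF4* with quantile normalization and the replicate block, and *OsLG3* without ZH11-Cas9-1 replicate 1, while *RGG1* passed in 0 of the settings. *SG2* and *OsARF4* also passed in a fit of ZH11 and ZH11-Cas9-1 with the block, which was chosen after seeing the values. Adjusted over the list alone, 5 of the 6 and 4 of the 5 passed. For *RGG1*, the letters give different groups to ZH11-OE-1 and ZH11-Cas9-1, whose printed means are 3.68 and 3.67 FPKM in the paper, and the same group to ZH11, at 2.69 FPKM, and ZH11-OE-1.

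The paper states that several cell cycle genes were lower in ZH11-Cas9-1 and higher in ZH11-OE-1. Its Fig. 3l sets the 2 lines side by side without ZH11, and it also gives qRT-PCR of selected genes, which was not re-analysed here. Of the 11 cell cycle genes of Fig. 3l, only *MCM4* could be set beside this statement. *MCM4* was higher in ZH11-OE-1 than in ZH11, and in ZH11-Cas9-1 it was at 4.09 FPKM against 2.95 FPKM in ZH11, a log2 fold change of 0.36 that did not pass the test (adjusted p = 0.257 from limma). Of the 6 values printed for *MCM4* in the source data of the paper, 4 equal values of the table within 2e-05 FPKM. The fifth is 4.15782 FPKM in the paper, where ZH11-Cas9-1 replicate 2 is at 5.15782 FPKM, and the sixth is 6.46183 FPKM in the paper, where ZH11-OE-1 replicate 1 is at 4.46183 FPKM. The means of the paper's values are 3.76 FPKM in ZH11-Cas9-1 and 6.40 FPKM in ZH11-OE-1, against 4.09 and 5.74 FPKM in the table. For the other 17 genes of Fig. 3l, at most 1 printed value per gene equals a value in any 1 row of the table within 2e-05 FPKM. This limit is finer than the last printed digit of larger values, such as 321.763 FPKM for *EXPB3* in ZH11-Cas9-1, so rows of such genes could be missed. Values with the same decimals and another whole part were looked for only in the *MCM4* row. The search therefore does not show that these genes are absent from the table.

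The paper gives the number of grain shape genes as 64, which is the number of rows of Supplementary Data 2, and these rows hold 62 distinct names.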

Other observations

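The tests on 10 splits and the test of a few genes taking most of the FPKM were chosen after the results were seen. Of 17 tapetum and anther wall genes, 8 were higher and 2 lower in ZH11-OE-1 than in ZH11 (9 and 3 adjusted over the list alone), and 8 were higher and 0 lower in ZH11-Cas9-1 (10 and 1 adjusted over the list alone). Their median log2 fold changes were 0.47 and 0.57, and the list passed with camera of limma in both comparisons (adjusted p = 9.01e-04 and 1.03e-04), but not with an estimated correlation (adjusted p = 0.276 and 0.409). In ZH11-OE-1 vs ZH11-Cas9-1, 0 were higher and 2 lower, and the list did not pass with limma (adjusted p = 0.785).

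Of 8 meiosis genes, 6 were tested, and 0 were higher or lower in ZH11-OE-1 than in ZH11 with limma (2 higher and 0 lower adjusted over the list alone), while the list passed as higher, with a median log2 fold change of 0.39 (adjusted p = 0.0029 from limma, and adjusted p = 0.169 with an estimated correlation). In ZH11-OE-1 vs ZH11-Cas9-1, 2 were higher and 0 lower (adjusted p = 0.0117 from limma, and adjusted p = 0.212 with an estimated correlation), and in ZH11-Cas9-1 vs ZH11 the list did not pass (adjusted p = 0.782). The 17 floral organ identity genes tested did not pass as a list in any of the 3 comparisons with limma (adjusted p = 0.566, 0.293 and 0.191). Of 4 inflorescence meristem genes, 2 could be tested, too few for a list test.

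More genes were lower than higher in ZH11-OE-1 against ZH11, 72.7 percent of those changed. Scaling between libraries stays open, and may account for this share, which was 60.1 percent with median-of-ratios rescaling and 59.7 percent with quantile normalization. Both settings balance the libraries against each other, so the share that is left does not show how much of it scaling accounts for. A single library is argued against, since the lowest share without 1 library was 66.4 percent, without ZH11 replicate 2. A few genes taking most of the FPKM are argued against too, since the 10 highest genes took at most 4.14 percent of a ZH11-OE-1 library, less than the 4.94 percent reached in ZH11.

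*OsSPL13* was at low FPKM in ZH11-OE-1, where the pseudocount could shape a fold change. It did shape the size: with a pseudocount of 0.1 in place of 1, the log2 fold change was -1.98 in place of -1.02 in ZH11-OE-1 and 1.97 in place of 1.59 in ZH11-Cas9-1. The signs and calls did not rest on it, since the larger adjusted p of both comparisons was 0.0151 from limma with a pseudocount of 0.1. Without 1 library, the largest adjusted p was 0.0490, without ZH11-OE-1 replicate 2, so the call was kept in each such fit, close to the threshold. The main axis on which libraries of 1 group differ is argued against over the 3 groups together, since the loading of *OsSPL13* on it was at percentile 23.4 of all genes in size. In ZH11, its level of 2.68, 1.85 and 1.43 FPKM in replicates 1, 2 and 3 fell with their scores of 17.6, 6.41 and -24.1. In ZH11-Cas9-1 and ZH11-OE-1, its level was highest in the library with the lowest score. Such opposite trends cancel in the loading, so the axis stays open for the ZH11 libraries. An effect of the genotype stays open as a hypothesis.

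Other splits of the 6 libraries into 3 and 3 are too few, at 10, for a share under 0.05. The real split called 2999, 1872 and 5198 genes in ZH11-OE-1 vs ZH11, ZH11-Cas9-1 vs ZH11 and ZH11-OE-1 vs ZH11-Cas9-1, and the highest of the other splits called 0 in each, so 1 of 10 was as large. For the gene list tests, 4, 5 and 5 of 10 splits gave as many lists as the real 2, 1 and 1, with at most 2 in another split. Of the splits of ZH11 and ZH11-Cas9-1 that part as many same-numbered pairs as the real one, the other 3 called at most 0 genes and 1 list. For opposite changes, 1 of 100 regroupings of the 9 libraries gave as many as the real 99, with 0 in the highest other, and 1 of 100 gave as many Supplementary Data 2 genes as the real 1, with 0 in the highest other. Only 3 of the other 99 regroupings called any gene in both comparisons, so the counts of the rest were 0 in advance, and too few are left for a share under 0.05. Independent lists of these lengths would share more opposite changes than were observed, 109 against 92 higher in ZH11-Cas9-1 and lower in ZH11-OE-1, and 29.4 against 7 of the reverse kind. Both comparisons use the same ZH11 libraries, which by itself makes opposite calls rarer than in independent lists. These values therefore do not tell whether opposite changes were more or fewer than by chance.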
